# PRMT3 drives glioblastoma progression by enhancing HIF1A and glycolytic metabolism

**DOI:** 10.1038/s41419-022-05389-1

**Published:** 2022-11-09

**Authors:** Yunfei Liao, Zaili Luo, Yifeng Lin, Huiyao Chen, Tong Chen, Lingli Xu, Sean Orgurek, Kalen Berry, Monika Dzieciatkowska, Julie A. Reisz, Angelo D’Alessandro, Wenhao Zhou, Q. Richard Lu

**Keywords:** CNS cancer, Cancer stem cells

## Abstract

Glioblastoma (GBM) is the most common and aggressive primary brain tumor, but the mechanisms underlying tumor growth and progression remain unclear. The protein arginine methyltransferases (PRMTs) regulate a variety of biological processes, however, their roles in GBM growth and progression are not fully understood. In this study, our functional analysis of gene expression networks revealed that among the PRMT family expression of PRMT3 was most significantly enriched in both GBM and low-grade gliomas. Higher PRMT3 expression predicted poorer overall survival rate in patients with gliomas. Knockdown of PRMT3 markedly reduced the proliferation and migration of GBM cell lines and patient-derived glioblastoma stem cells (GSC) in cell culture, while its over-expression increased the proliferative capacity of GSC cells by promoting cell cycle progression. Consistently, stable PRMT3 knockdown strongly inhibited tumor growth in xenograft mouse models, along with a significant decrease in cell proliferation as well as an increase in apoptosis. We further found that PRMT3 reprogrammed metabolic pathways to promote GSC growth via increasing glycolysis and its critical transcriptional regulator HIF1α. In addition, pharmacological inhibition of PRMT3 with a PRMT3-specific inhibitor SGC707 impaired the growth of GBM cells. Thus, our study demonstrates that PRMT3 promotes GBM progression by enhancing HIF1A-mediated glycolysis and metabolic rewiring, presenting a point of metabolic vulnerability for therapeutic targeting in malignant gliomas.

## Introduction

Glioblastoma (GBM) is the most prevalent and aggressive primary brain malignancy in adults, exhibiting a very poor prognosis with a median survival of only around 15 months despite aggressive treatments [1, 2]. Intratumoral cellular heterogeneity and plasticity as well as the infiltrative and migratory nature of tumor cells have been shown to contribute to tumor recurrence and the poor prognosis for glioblastoma patients [3]. GBM stem-like cells (GSCs) have been proposed to be responsible for therapy resistance and tumor recurrence [3, 4]. At present the genetic and epigenetic pathways that regulate the growth and plasticity of GSCs remain poorly understood.

Epigenetic post-translational modifications such as protein methylation and acetylation are critical for the activities of key signaling regulators of brain tumorigenesis [5, 6]. Protein arginine methylation, a common post-translational modification that regulates a variety of cellular functions, is catalyzed by a family of protein arginine methyltransferases (PRMTs), which transfer a methyl group from S-adenosyl-methionine (SAM) to the arginine residues of protein substrates [7]. Nine PRMTs (PRMT1-9) have been identified in mammals [7–9] and can be divided into three types based on the arginine methylation they catalyzed [10]. Type I PRMTs (PRMT1, PRMT2, PRMT3, CARM1/PRMT4, PRMT6, PRMT8) catalyze asymmetric dimethylation of arginine residues, while type II PRMTs (PRMT5 and PRMT9) predominantly catalyze symmetric dimethylation, and type III PRMTs (PRMT7) mediate monomethylation [11]. PRMT family members have been shown to regulate various biological processes, including tumorigenesis [12–18]. Among Type I PRMTs, PRMT2 promotes tumor growth by asymmetrically methylating histone H3R8 (H3R8me2a), which is enriched in promoters and enhancers correlated with known active histone marks, to maintain or activate expression of oncogenic genes in GBM cells [12]. PRMT6 has been shown methylate RCC1 (regulator of chromatin condensation 1) at arginine 214 to facilitate RCC1 association with chromatin and RAN-GTPase activation, which enhances mitotic activity in GSCs and facilitates nucleocytoplasmic transport during interphase, thereby promoting GBM cell proliferation and therapy resistance [13]. In addition, knockdown of PRMT1 can lead to the G1-S phase arrest of the cell cycle, proliferation inhibition and apoptosis induction in glioma cells in vitro and in xenografts, suggesting a potential oncogenic role for PRMT1 in gliomas [19]. Similarly, inhibition of Type II PRMT5 disrupts the alternative splicing of detained introns, leading to cell cycle defects and cell death in GBM cells [15, 16]. These studies suggest a critical role of protein arginine methylation in GBM progression and treatment resistance. Among the PRMT family, PRMT3, a type I PRMT family member, contains a unique C2H2 zinc finger domain [20–22], and is important for the maturation of the 80S ribosome by catalyzing the methylation of the 40S ribosomal protein S2 (RPS2) [21, 23–26]. Although PRTM3 is widely distributed in different cell types, its biological functions in GBM tumorigenesis remain unknown.

In this study, we explored the expression levels and prognostic values of PRMT genes in gliomas using Gene Expression Profiling Interactive Analysis (GEPIA) [27] and found that PRMT3 is the most significantly enriched member of the PRMT family in high- and low-grade gliomas. PRMT3 expression levels were negatively correlated with the survival of GBM patients. Loss- and gain-of-function analyses indicated that PRMT3 is critical for GBM growth by regulating cell cycle progression and cell survival. PRMT3 deficiency inhibited tumor formation in vivo and prolonged mouse survival. Furthermore, we found that PRMT3 promotes GBM growth at least in part by maintaining HIF1A stability and thus promoting the expression of its downstream target glycolytic enzymes. Pharmacological inhibition of PRMT3 with a PRMT3 inhibitor SGC707 abolished GBM glycolysis and tumor growth. Thus, our data demonstrate that PRMT3 exhibits a critical oncogenic role for GBM growth, and might serve as a promising potential therapeutic target for GBM.

## Results

### PRMT3 is highly expressed in GBM patients and negatively correlated with prognosis

To identify PRMTs that are involved in gliomagenesis and progression, we conducted differential expression analysis through GEPIA (http://gepia.cancer‐pku.cn/) to evaluate the expression of PRMTs in GBM and low-grade gliomas (LGG) compared with normal brain tissues. Integrative GEPIA analysis of gliomas from TCGA (The Cancer Genome Atlas) and the human Genotype-Tissue Expression (GTEx) database [28], we found that PRMT3 was the most significantly enriched factor among all the PRMTs (based on fold change and p value) in both GBM and LGG (Fig. 1A, B). The expression level of PRMT3 was also higher in GBM (grade IV) than low-grade gliomas (grades II or III) in the TCGA database (Fig. 1C). Importantly, based on the GEO datasets, we found that high PRMT3 expression levels were associated with poor prognosis in GBM patients (Fig. 1D).

**Fig. 1:**
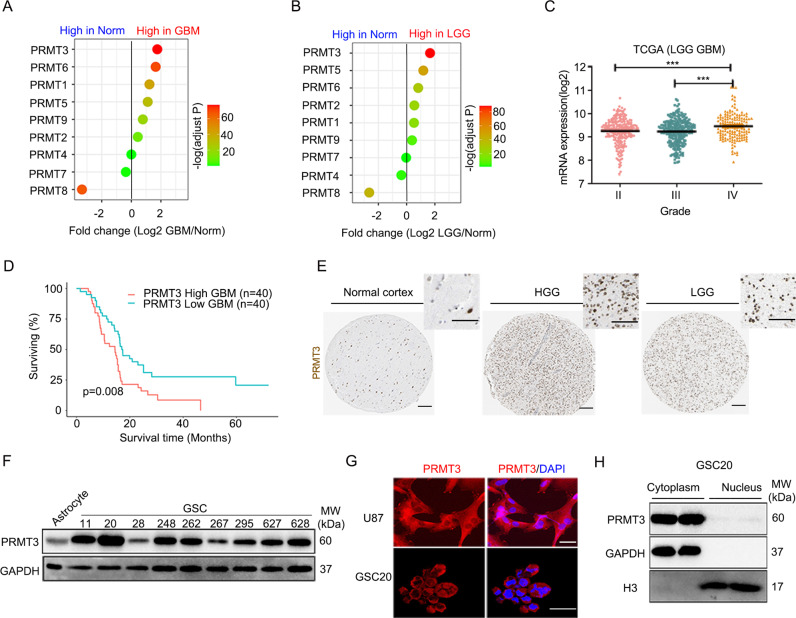
PRMT3 is overexpressed in GBM and negatively correlated with prognosis. **A**, **B** The differential expression of PRMT genes in the TCGA GBM (**A**) and LGG (**B**) datasets. **C** PRMT3 expression levels in grade IV GBMs are the highest among TCGA gliomas. **D** Kaplan-Meier survival curve for PRMT3 in GBMs. Figure was created using GlioVis data portal (http://gliovis.bioinfo.cnio.es/). **E** Immunostaining of PRMT3 in the normal cerebral cortex, HGG, and LGG tissues from the Human Protein Atlas. Scale bars, 100 μm. **F** Western blot of PRMT3 expression in human astrocytes and GSC11, GSC20, GSC28, GSC248, GSC262, GSC267, GSC295, GSC627 and GSC628 cells. **G**, **H** Immunofluorescence assays (**G**) and western blot (**H**) of GBM cells showing the localization of PRMT3. Scale bars, 25 μm.

The density of PRMT3-expressing cells in gliomas was higher in LGG and HGG than normal brain tissues based on the Human Protein Atlas data (https://www.proteinatlas.org) (Fig. 1E). Western blotting further indicated that the expression of PRMT3 in multiple GBM cell lines and patient-derived GBM stem cell lines (GSCs) was higher than that in normal human astrocytes as well as in a normal brain glial cell line (HEB) [29] and a microglia cell line (HMO6) [30] (Fig. 1F and Supplementary Fig. 1). To further examine the subcellular localization of PRMT3, we performed immunostaining in a GBM cell line U87 and a patient-derived GSC cell line, GSC20. As shown in Fig. 1G, PRMT3 was mainly localized in the cytoplasm of the glioma cells. We validated the cytoplasmic expression of PRMT3 by a nucleocytoplasmic fractionation assay in GSC20 cells (Fig. 1H). These data indicate that cytoplasm-expressing PRMT3 is highly enriched in GBM and negatively correlated with patient survival.

### PRMT3 is required for the GBM cell growth

To determine the role of PRMT3 in the growth of GBM cells, we first knocked down PRMT3 with two short hairpin RNAs (shRNAs) (shPRMT3-1 and shPRMT3-2) in different GBM cell lines (U87, U251, and A172). PRMT3 depletion was confirmed by real-time quantitative PCR (RT-qPCR) and western blot (Fig. 2A-C and Supplementary Fig. 2A-C). Using WST-1 cell viability and proliferation assays, we found that knockdown of PRMT3 resulted in a significant reduction in tumor cell growth and proliferation (Fig. 2A-C). Similarly, PRMT3 knockdown led to a reduction in colony formation in a soft-agar assay (Fig. 2D). Furthermore, EdU pulse labeling assays indicated that the proportion of cells in S phase was reduced in PRMT3-KD cells (Fig. 2E). These observations suggest that PRMT3 is critical for the growth of GBM cells.

**Fig. 2:**
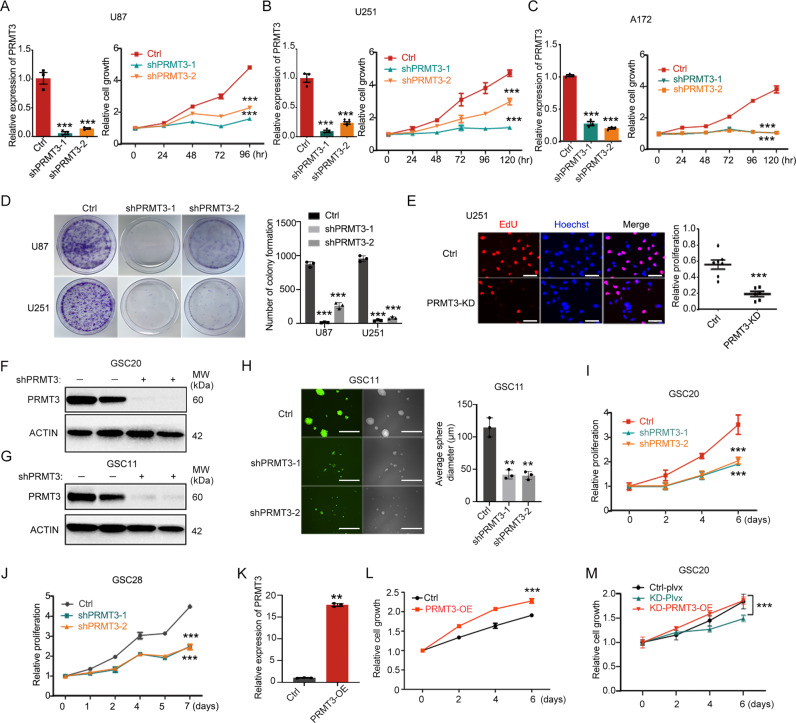
PRMT3 is essential for GBM cell growth in cultures. **A–C** qRT-PCR validation of shPRMT3-mediated *PRMT3* depletion in U87 (**A**), U251(**B**) and A172 (**C**) cells (left) and the growth of U87 (**A**), U251 (**B**) and A172 (C) cells as tested by WST-1 assay (right). Growth curves are calculated at indicated days post-transduction of lenti-control or shPRMT3. Day 0 represents 2 days after PRMT3 knockdown. **D** Images of colonies of wild-type and *PRMT3*-KD U87-MG and U251cells (left). Quantification (right) of relative clones. **E** EdU staining (left) and quantification (right) of wild-type and *PRMT3*-KD U251 cells after 1 hour of EdU treatment. **F**, **G** Western blot validation of shPRMT3-mediated PRMT3 depletion in GSC20 (**F**) and GSC11 (G) cell cultures. ACTIN: loading control. **H** Representative images of spheres (left) and quantification (right) of sphere sizes of GSC11 Ctrl and PRMT3 KD cells. **I**-**J** Cell growth curves of GSC20 (**I**) and GSC28 (**J**) cells treated with control shRNA- or shPRMT3 lenti-virus as determined by WST-1 assay. Day 0 represents the assay start from 2 days after transduction. **K** qRT-PCR validation of lenti-PRMT3 mediated *PRMT3* overexpression in GSC20 cells. **L** Cell growth of GSC20 cells treated with control or lentiviral vector expressing PRMT3 as tested by WST-1 assay. Day 0 represents the assay start from 2 days after transduction. **M** Cell growth of control or PRMT3-KD GSC20 cells treated with control or lentiviral vector expressing PRMT3 as tested by WST-1 assay. Day 0 represents the assay start from 2 days after transduction. Data are presented as means ± SEM; *n* = 3 independent experiments; **p < 0.01; ***p < 0.001; two-tailed unpaired Student t-test (in **E, K** and **L**) or one-way ANOVA with multiple comparison test (in **A**–**D, H**–**J** and **M**).

To further determine the function of PRMT3 in patient-derived glioblastoma stem cells, we transduced GSC11 and GSC20 with lentiviral vectors carrying shRNAs to knockdown PRMT3. The depletion of PRMT3 was confirmed by western blotting (Fig. 2F-G). We observed that knockdown of PRMT3 in GSC11 cells inhibited tumor-sphere formation as indicated by a reduction in the sphere size (Fig. 2H). In addition, the WST-1 assay indicated that knockdown of PRMT3 significantly inhibited the growth of GSC20 and GSC28 cells (Fig. 2I-J).

In contrast to PRMT3 knockdown, overexpression of PRMT3 markedly promoted the growth of GSC20 and GSC28 cells compared with the control (Fig. 2K-L and Supplementary Fig. 2D-E). To further determine whether PRMT3 overexpression could rescue the proliferation defects in PRMT3-deficient GSCs, we transduced lentivector expressing PRMT3 with mutated shRNA sites in PRMT3-knockdown GSC20 cells. PRMT3 overexpression rescued the growth defect of PRMT3- knockdown cells by WST-1 assays (Fig. 2M), confirming the targeting specificity of PRMT3-knockdown in the GSC cells. Taken together, our loss- and gain-of-function analyses suggest that PRMT3 is both necessary for and sufficient to promote tumor cell growth in GBM.

### PRMT3 deficiency induces cell cycle arrest and cell apoptosis

Previous studies have shown that PRMT3 regulates cell cycle-associated programs in other cellular contexts [31, 32]. We assessed cell cycle progression following PRMT3 knockdown in GSC cells. Cell cycle distribution analysis showed that PRMT3 knockdown induced a G2/M phase arrest in GSC20 cells (Fig. 3A-B). Consistent with the growth inhibition, PRMT3 knockdown also resulted in a decrease in G0/G1 (Fig. 3A-B). In addition, fluorescence-activated cell sorting (FACS) analysis showed that PRMT3 knockdown increased the proportion of apoptotic cells in GSC20 compared with control shRNA-treated cells 6 days after transduction (Fig. 3D), while there was no significant increase in cell death at the early stage 2 days after PRMT3 knockdown (Fig. 3C). Similarly, PRMT3 knockdown also caused cell cycle arrest in the G2/M phase and increased cell apoptosis in U251 GBM cells (Supplementary Fig. 3A-D). Consistently, PRMT3 knockdown led to an upregulation of cell apoptotic markers such as cleaved-caspase 3 and cleaved-PARP1 in GSC20 and GSC627 cells (Fig. 3E,F and Supplementary Fig. 3E,F). Similarly, we detected an upregulation of cleaved-caspase 3 and p21, which promotes cell cycle arrest [33], in PRMT3-knockdown U251 GBM cells (Fig. 3G and Supplementary Fig. 3G). These studies indicate that PRMT3 loss-of-function induces mitotic disruption and apoptosis in GBM cells.

**Fig. 3:**
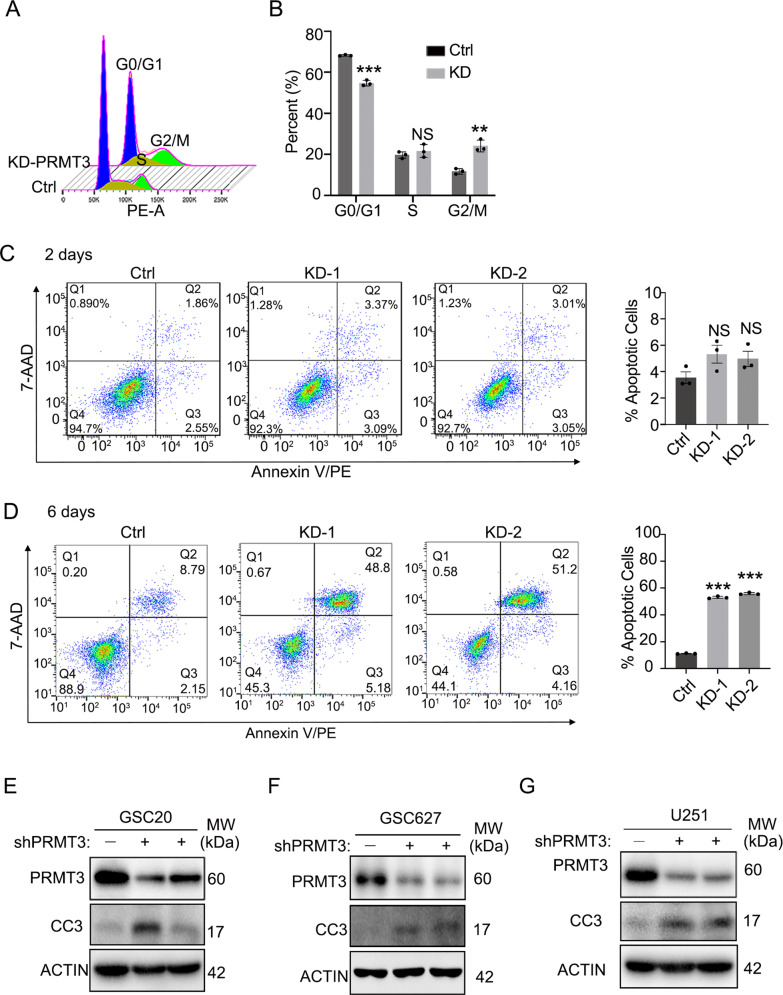
PRMT3 deficiency induces cell cycle arrest and cell death. **A**, **B** Flow cytometry cell cycle analysis (**A**) and quantification (**B**) of shCtrl and shPRMT3-1 (PRMT3 KD) GSC20 cell cultures. Cells were transduced with control or shPRMT3-1 lenti-virus after 48 h. **C**, **D** Representative flow cytometry analysis of cell apoptosis (left) and quantification (right). Cells were transduced with control or shPRMT3 lenti-virus after 2 days (**C**) or 6 days (**D**). **E-G** Representative western blots for cleaved-caspase 3 (CC3) and PRMT3 in GSC20 (**E**), GSC627 (**F**) and U251 (**G**) transduced with lenti-shCtrl and lenti-shPRMT3 for 3 days. ACTIN served as a loading control. Data are presented as means ± SEM; *n* = 3 independent experiments; **p < 0.01; ***p < 0.001; two-tailed unpaired Student t-test (in **B**) or one-way ANOVA with multiple comparison test (in **C**, **D**). N.S., not significant.

### PRMT3 regulates GBM cell migration capacity

PRMT3 has been shown to promote the migration and invasion of tumor cells [32]. To determine whether PRMT3 could regulate the migration of GBM cells, we used an in vitro scratch assay under a serum-free condition to exclude cell proliferation effects [34, 35]. After PRMT3 knockdown for 24 and 48 h, cell migration was significantly inhibited in U87 cells, with proportions of cells in the wound area of ~45% and ~85% in the control cells compared to ~25% and ~50% in PRMT3-depleted U87 cells, respectively (Fig. 4A). A similar defect in cell migration was also detected in U251 cells with PRMT3 knockdown (Fig. 4B).

**Fig. 4:**
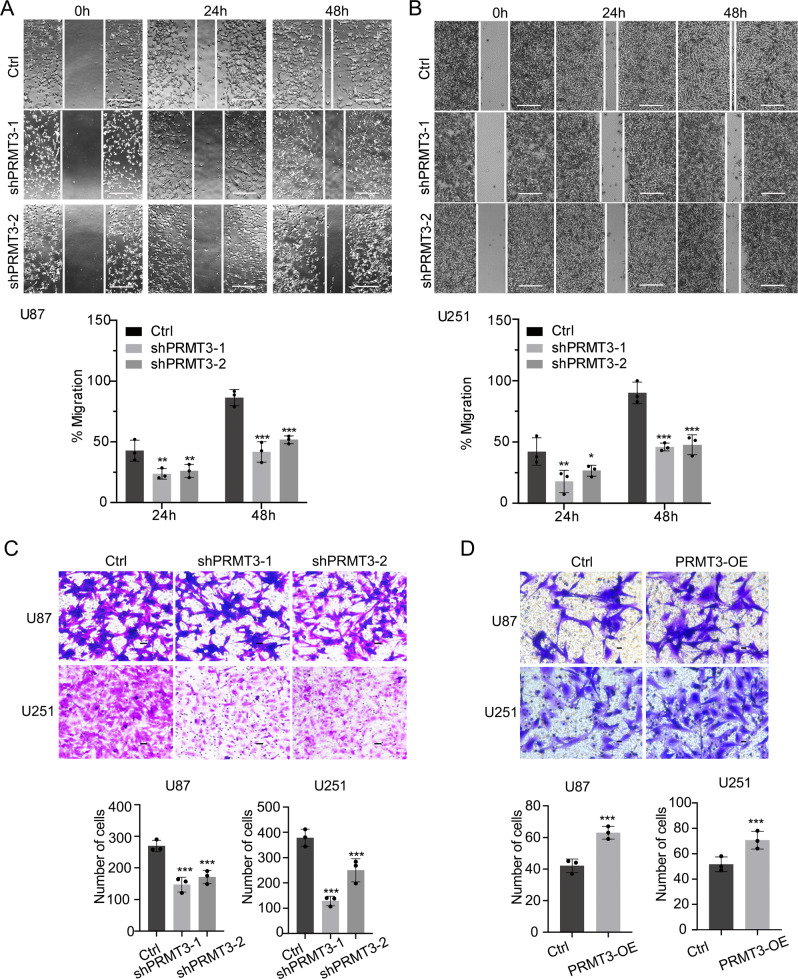
PRMT3 is required for GBM cell migration. **A**, **B** Scratch assays (upper) and quantification (bottom) of Ctrl and PRMT3-KD U87 (**A**) and U251 (**B**) cell lines. **C** Representative images of migrating cells of U87 or U251 treated with Ctrl and PRMT3 shRNA with 48 hr followed by the Boyden chamber invasion assay for 72 hours. Area per field, 1 mm^2^. Scale bar, 100 μm (upper). Quantification of invasive cells of U87 or U251Ctrl and PRMT3 KD cells (bottom). **D** Upper, representative images of migrating cells of U87 or U251 transduced with Ctrl and PRMT3-OE following 72 hours in the Boyden chamber invasion assay; Bottom, Quantification of invasive cells. Area per field, 1 mm^2^. Scale bar, 50 μm. Data are presented as means ± SEM; *n* = 3 independent experiments; *p < 0.05; **p < 0.01; ***p < 0.001; two-tailed unpaired Student t-test (in **D**) or one-way ANOVA with multiple comparison test (in **A**–**C**).

The involvement of PRMT3 in GBM cell migration was further confirmed in a transwell plate assay [36]. Depletion of PRMT3 compromised the migration of U87 and U251 GBM cells to the lower surface of the membrane in transwells (Fig. 4C). Conversely, overexpression of PRMT3 increased the migration of U87 and U251 cells (Fig. 4D). Together, these data suggest that PRMT3 regulates the migration capacity of GBM cells.

### PRMT3 is required for GBM tumor growth and progression in vivo

To further define the role of PRMT3 in GBM growth in vivo, we first subcutaneously transplanted U87 cells with stable PRMT3 knockdown into nude mice. The tumor volumes and weights were significantly reduced in the PRMT3 knockdown groups when compared with controls (Fig. 5A). Moreover, immunostaining of cleaved-caspase 3 showed a significant increase in apoptotic cells within PRMT3-knockdown tumors, suggesting that PRMT3 knockdown induces tumor cell apoptosis in the subcutaneous model (Fig. 5B).

**Fig. 5:**
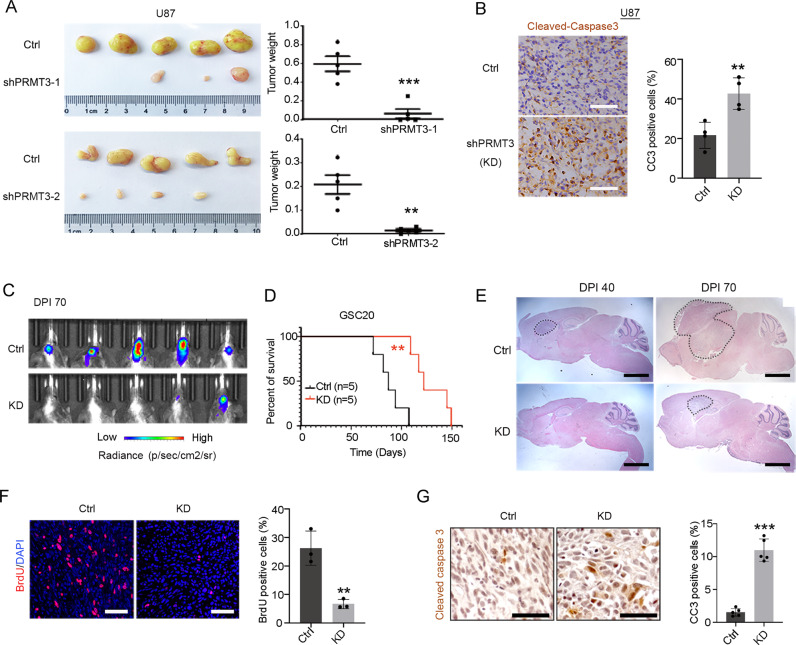
PRMT3 is required for the GBM tumor formation and progression in vivo. **A** Representative images (left) and weights (right) of tumors formed in the flanks of nude mice injected with GBM cells that were transfected with control or lenti-shPRMT3. Data are presented as means ± SEM; *n* = 5 animals/group. **p < 0.01; ***p < 0.001; two-tailed unpaired Student t-test. **B** Tumors stained for cleaved-caspase3 from mice injected with U87 cells that were transfected with control or lenti-shPRMT3 (left) and quantifications (right) of CC3 positive cells. Data are presented as means ± SEM; *n* = 4 independent experiments; **p < 0.01; ***p < 0.001; two-tailed unpaired Student t-test. **C** Representative bioluminescent images of mice transplanted with Ctrl or PRMT3-KD GSC20 cells. Bar graph: average photon flux at each time point. **D** Kaplan-Meier survival curve of mice. Log-rank test. **E** Representative images of tumors stained with H&E. **F** Representative images of tumors stained with BrdU (left) and quantifications (right) of BrdU positive cells. Data are presented as means ± SEM; *n* = 3 independent experiments; **p < 0.01; ***p < 0.001; two-tailed unpaired Student t-test. **G** Tumors stained for cleaved-caspase3 from mouse xenografts with GSC20 cells that were transduced with control or lenti-shPRMT3 (left) and quantifications (right) of CC3 positive cells. Data are presented as means ± SEM; *n* = 5 animals/group. **p < 0.01; ***p < 0.001; two-tailed unpaired Student t-test.

To further examine the effect of PRMT3 loss in orthotopic PDX models, we performed intracranial implantation of GSC20 cells treated with control shRNA- or shPRMT3, which carried a luciferase reporter, into the cortex of immunocompromised NSG mice. In contrast to the control group, the mice implanted with PRMT3-depleted GSC 20 cells exhibited a significant decrease in tumor cell growth at Day 70 post-transplantation and a significant extension of lifespan (Fig. 5C, D). Histology analysis indicated that PRMT3-knockdown tumors exhibited a reduced tumor mass (Fig. 5E). The BrdU incorporation assay further indicated a reduction of BrdU-labeled cells in PRMT3-KD tumors compared to control tumors (Fig. 5F). Furthermore, immunostaining staining showed a significant increase in cleaved-caspase 3 expression in orthotopic tumor xenografts with PRMT3-depleted GSC 20 cells (Fig. 5G). Together, these observations suggest that PRMT3 is required for GBM cell growth in vivo.

### PRMT3 deficiency decreases GBM progression by inhibiting aerobic glycolysis

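The transcriptome of U251 cells, an established human GBM cell line, was profiled in 2 Ctrl libraries and 2 PRMT3-KD libraries, with lentiviral control shRNA or PRMT3 shRNA for 72 h (Fig. 6A). The paper states alignment to hg19 with TopHat and unnormalized gene read counts from Cufflinks. The authors deposited these whole-number counts without normalization, and they were used here as deposited. After 1 duplicate entry was removed, the table held 15575 genes, each listed by Ensembl identifier and symbol and each with at least 1 count in some library. It lists 0 genes of the mitochondrial genome. Total counts were 27405629 and 27221921 in the 2 Ctrl libraries and 24804250 and 29756313 in the 2 PRMT3-KD libraries. The 10 genes with the most counts took between 6.10% and 8.63% of the counts of a library. The paper's text does not name the shRNA used for these libraries.

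Counts were normalized with edgeR's TMM factors, which lay between 0.955 and 1.02, and are given as CPM (normalized counts scaled to the library total). The 13172 genes that passed edgeR's filter on low counts were compared between PRMT3-KD and Ctrl libraries with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Genes past the threshold had an adjusted p under 0.05 and a change of over 1.5-fold. An exact two-sided permutation test of 2 libraries against 2 cannot go below p = 0.333, so the p-values given for single genes come from the model across all genes. The 2 Ctrl libraries differed only slightly more than counting error alone, with a chi-square of 1.42 per degree of freedom over 13074 genes, where counting error gives 1. The same ratio was 66.4 for the 2 PRMT3-KD libraries over 13066 genes. The biological coefficient of variation was 0.0105 in Ctrl and 0.192 in PRMT3-KD libraries, and the main test uses a dispersion shared by both groups. Across genes, the log2 difference between the 2 Ctrl libraries and that between the 2 PRMT3-KD libraries had a correlation of 0.0379, and results with the replicate number as a block are given beside those without it.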

To further investigate the potential mechanisms underlying PRMT3 regulation of GBM growth, we performed RNA-seq transcriptomic profiling of U251 GBM cells treated with lenti-shCtrl and shPRMT3. Knockdown of PRMT3 in the GBM cells significantly altered the expression of approximately 1500 genes (>1.5-fold change, *P* value < 0.05) (Fig. 6A, B). 

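PRMT3 (ENSG00000185238), on chromosome 11 of GRCh37 from 20409104 to 20530884, had 535 counts in each of the 2 Ctrl libraries and 77 and 45 counts in the 2 PRMT3-KD libraries. Its expression was 19.4 ± 0.0998 CPM (SD, n = 2 libraries) in Ctrl and 2.31 ± 1.02 CPM (SD, n = 2) in PRMT3-KD cells. This was a log2 fold change of -3.08 (standard error 0.314, adjusted p = 0.0177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -3.115 (adjusted p = 0.0124, edgeR) with the replicate number as a block.

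Of the 13172 genes, 1441 passed the threshold, with 655 higher and 786 lower in PRMT3-KD cells. At an unadjusted p under 0.05, 2232 genes changed by over 1.5-fold. On simulated data with the unequal spread of these groups, edgeR gave 7.59% of unchanged genes an unadjusted p under 0.05. All 1441 genes lay on the same side of the Ctrl mean in both PRMT3-KD libraries, and 1198 of them differed from it by over 1.5-fold in each. The genes were selected by a test on these same libraries, so this agreement is not support for them. Across all genes tested, the log2 fold changes of the 2 PRMT3-KD libraries had a Pearson correlation of 0.603. Genes are not independent replicates and both values share the same Ctrl libraries. The correlation expected from the shared Ctrl libraries alone was not computed. With DESeq2, the tool named in the paper's methods, 1838 genes passed the same threshold, 1397 of them among the 1441. A fit with the replicate block passed 1464 genes, of which 1274 were among the 1441. The alternative that moved the number most was a test against the 1.5-fold change itself, which 65 genes passed.

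Among genes past the threshold with a mean of at least 10 CPM, the largest decreases after PRMT3 were those of GLO1, E2F2, IL10RB and LMNB2. GLO1 fell from 183 ± 0.611 to 27.4 ± 7.24 CPM (SD, n = 2 each), a log2 fold change of -2.74 (standard error 0.202, adjusted p = 0.0142 from the same edgeR test). The log2 fold changes of E2F2, IL10RB and LMNB2 were -2.43, -2.37 and -2.25. The 3′ UTRs of these 4 genes contain the sequence CAGCTCA, which 1833 of 10280 genes carry in the 3′ UTR and which occurs once in the coding sequence of PRMT3, in exon 7. A scan of 3′ UTRs in these same libraries chose CAGCTCA as the 7-base sequence most strongly tied to lower expression. Its presence in genes that fell is therefore expected in part from that choice. The largest increases were those of GDF15, A2M, CNN1, GPNMB and ACTG2. ACTG2 rose from 18.9 ± 0.968 to 91.0 ± 3.54 CPM (SD, n = 2 each), a log2 fold change of 2.27 (standard error 0.0883, adjusted p = 0.0140, edgeR).

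**Figure D1:**
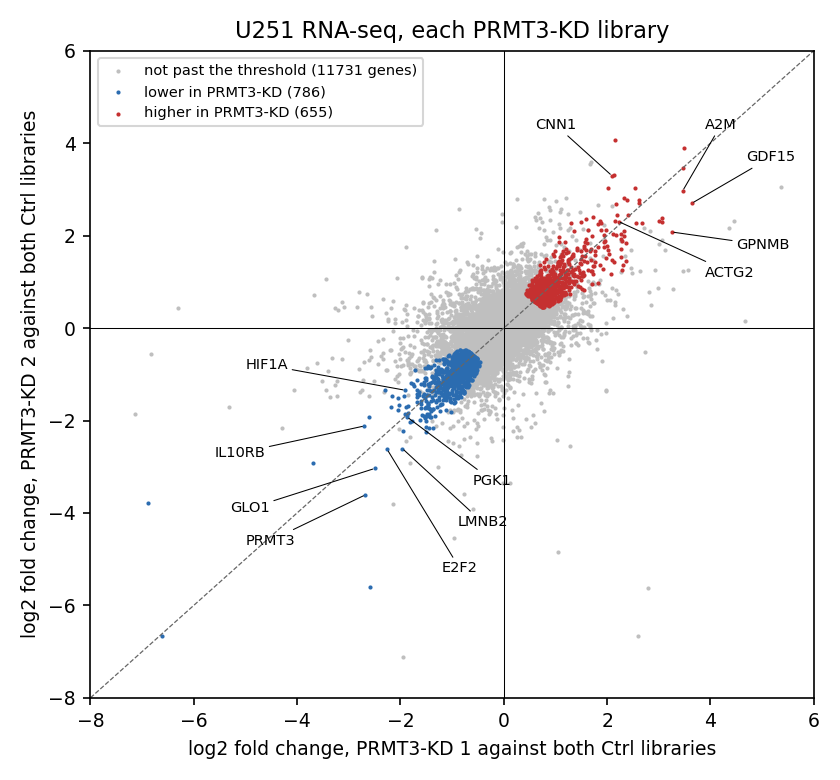
Log2 fold change of each of 13172 genes in PRMT3-KD library 1 (x axis) and library 2 (y axis), each against both Ctrl libraries of U251 cells. Blue points are the 786 genes past the threshold that were lower and red points the 655 that were higher in PRMT3-KD cells, and the dashed line marks equal values.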

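PRMT1, PRMT2, CARM1 (PRMT4), PRMT5, PRMT6, PRMT7 and PRMT9 were tested in the RNA-seq libraries, and PRMT8 was not analysed here. PRMT6 (ENSG00000198890) passed the threshold, with 31.4 ± 1.89 CPM (SD, n = 2) in Ctrl and 51.5 ± 4.30 CPM (SD, n = 2) in PRMT3-KD cells. Its log2 fold change was 0.71 (standard error 0.105, adjusted p = 0.0243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between 0.63 and 0.79 with each library left out in turn. The adjusted p of PRMT6 was 0.0270 (edgeR) with the replicate block. PRMT2 had a log2 fold change of -0.49 (standard error 0.0885, adjusted p = 0.0349, edgeR), which is under 1.5-fold, and an adjusted p of 0.0539 with the block. Adjusted over these 7 genes alone, p was 0.0113 for PRMT6 and 0.0136 for PRMT2. The log2 fold changes of PRMT1, CARM1, PRMT5, PRMT7 and PRMT9 lay between -0.15 and 0.15, with adjusted p between 0.221 and 0.943 (edgeR). The standard errors of these 5 genes were 0.0761 to 0.168. PRMT1, at -0.15 with the smallest of these errors, had an adjusted p of 0.221 (edgeR), so changes of this size or more could be missed with 2 libraries per group.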

There was no significant change in the expression of other PRMT family members after PRMT3 knockdown (Supplementary Fig. 5). The genes associated with the cell cycle (*CCNA1, HIF1A, CCNB2, AURKB, PCNA, SSNA1*), MYC targets (*PRMT3, PGK1, GLO1, MCM7*), and glycolytic pathways (*ENO1, GAPDH, PKM2, IGFBP3, PGK1, PFKL*) were downregulated in PRMT3-knockdown cells, whereas the genes associated with cell apoptosis (*CD24, FAS, IL1A, ATF3*) and p53 signaling (*PTEN, FOS, BAK1*) pathways were upregulated in PRMT3-depleted cells (Fig. 6A). 

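All 15 genes listed as downregulated were tested in the RNA-seq libraries, and 13 of the 15 passed the threshold of adjusted p under 0.05 and over 1.5-fold as lower. Of the alternatives, DESeq2 and the replicate block each passed 14, and without TMM factors, on library totals only, 11 passed, the lowest number. Of the genes listed as upregulated, CD24 was not analysed here.

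In the cell cycle group, CCNB2, AURKB and SSNA1 had log2 fold changes of -0.81, -1.29 and -1.30, with adjusted p of 0.0172, 0.0154 and 0.0165 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 3′ UTR of SSNA1 has 1 copy of CAGCTCA. CCNA1 was close to the limit of detection, with 43 and 63 counts in Ctrl and 8 and 1 counts in PRMT3-KD libraries. Its log2 fold change was -3.47 (standard error 0.743, adjusted p = 0.0461, edgeR), and without TMM factors its adjusted p was 0.0508. PCNA went from 173 ± 0.184 to 99.6 ± 24.6 CPM (SD, n = 2 each), a log2 fold change of -0.80 (standard error 0.183, adjusted p = 0.0520, edgeR). PCNA passed with DESeq2 (adjusted p = 0.000800) and with the block (adjusted p = 0.0307). Among MYC targets, MCM7, whose exons overlap those of AP4M1 on the other strand, had a log2 fold change of -1.06 (standard error 0.211, adjusted p = 0.0409, edgeR). In the glycolytic group, IGFBP3 went from 13.1 ± 0.932 to 3.53 ± 0.0896 CPM (SD, n = 2 each), a log2 fold change of -1.89 (standard error 0.143, adjusted p = 0.0142, edgeR). The 3′ UTR of IGFBP3 has 1 copy of AGCTCAA, which shares 6 bases with CAGCTCA.

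In the apoptosis group, FAS, whose exons overlap those of ACTA2 on the other strand, rose by 0.82 on the log2 scale (adjusted p = 0.0365, edgeR). IL1A rose by 2.43 (adjusted p = 0.0233, edgeR) from 7 and 10 counts in Ctrl to 47 and 43 counts in PRMT3-KD libraries. ATF3 had a log2 fold change of 0.44 (standard error 0.187, adjusted p = 0.166, edgeR), with 0.66 in PRMT3-KD library 1 and 0.19 in library 2. In the p53 group, FOS and BAK1 had log2 fold changes of 3.42 and 0.99, with adjusted p of 0.0495 and 0.0348 (edgeR). FOS had 21 and 22 counts in Ctrl and 89 and 376 counts in PRMT3-KD libraries. From these genes, the paper states that cell cycle genes, MYC targets and glycolytic genes were downregulated and that apoptosis and p53 genes were upregulated.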

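Gene lists were written from well-known members before the counts were examined, except the S phase and G2/M lists, which came from the Seurat package. The gene sets of the paper's GSEA were not used here. Each list was compared with the other genes by camera, and p-values were adjusted over the 11 lists tested. This test allowed for a correlation of 0.01 between genes, a preset value that was not estimated from these libraries. List members that vary together more than this would make its p-values too small. The 43 genes of the S phase list had a mean log2 fold change of -0.75 (SD 0.370 across genes, adjusted p = 7.5e-13, camera). The 54 genes of the G2/M list had a mean of -0.66 (SD 0.401 across genes, adjusted p = 6.0e-19, camera). In these lists, 42 and 52 genes had a log2 fold change under 0, and 15 and 23 genes passed the threshold as lower. The mean of the S phase list was -0.52 in PRMT3-KD library 1 and -1.05 in library 2.

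The 18 genes of the glycolysis enzyme list had a mean of -0.44 (SD 0.535 across genes, adjusted p = 8.8e-04, camera). Of these, 14 were lower, and ENO1, GAPDH, GPI, PFKL and PGK1 passed the threshold. The 11 glycolytic enzymes that the paper does not name had a mean of -0.28 (unadjusted p = 0.100, camera), with 8 lower. The 36 genes of the apoptosis list had a mean of 0.26 (adjusted p = 0.113, camera), with 23 genes higher and 4 past the threshold as higher. The 37 genes of the p53 target list had a mean of 0.37 (adjusted p = 0.0399, camera), and the adjusted p was 0.154 by fgsea, a preranked form of GSEA. The median of this list was 0.33, with 27 genes higher and 10 lower. FOS and GDF15 rose most, by 3.42 and 3.25, and raise the mean. DDB2, CDKN1A, MDM2 and BAX were among the lower members, at -1.615, -0.58, -0.57 and -0.42, so the targets did not rise as a whole. The MYC target list of 40 genes, which includes PRMT3 itself, had a mean of -0.39 (adjusted p = 0.0017, camera). That list had a mean of -0.20 in PRMT3-KD library 1 and -0.63 in library 2, so its size is uncertain. Its mean was -0.32 without PRMT3 (unadjusted p = 0.0021, camera). The 34 members that the paper does not name had a mean of -0.17 (unadjusted p = 0.0579, camera), with 20 lower. This and the subset of glycolytic enzymes leave out genes that the paper names as lower, so a mean closer to 0 is expected from the choice itself. The replicate block gave an adjusted p of 2.6e-04 for glycolysis, 0.0757 for apoptosis and 0.0051 for p53 targets (camera).

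**Figure D2:**
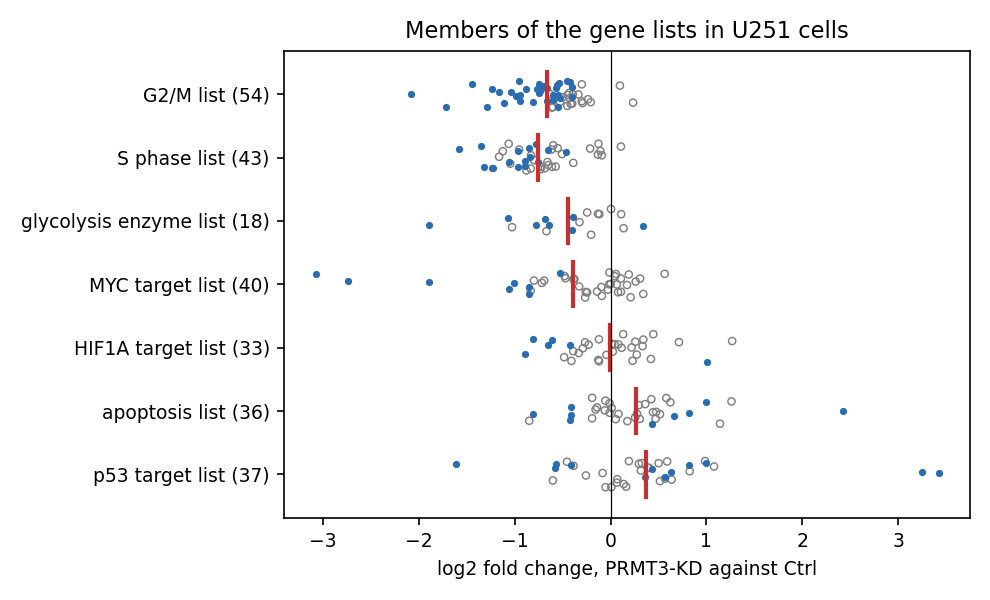
Log2 fold change between PRMT3-KD and Ctrl U251 cells (x axis) of the members of 7 gene lists, with the number of genes tested in brackets. Filled points are genes with an adjusted p under 0.05, open points are the other members, and red lines are the list means, from -0.75 for the S phase list to 0.37 for the p53 target list.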

Consistently, gene set enrichment analysis (GSEA) revealed that the cell cycle and glycolysis genes were significantly downregulated, while the apoptosis-associated genes were upregulated after PRMT3 knockdown (Fig. 6C, D).

**Fig. 6:**
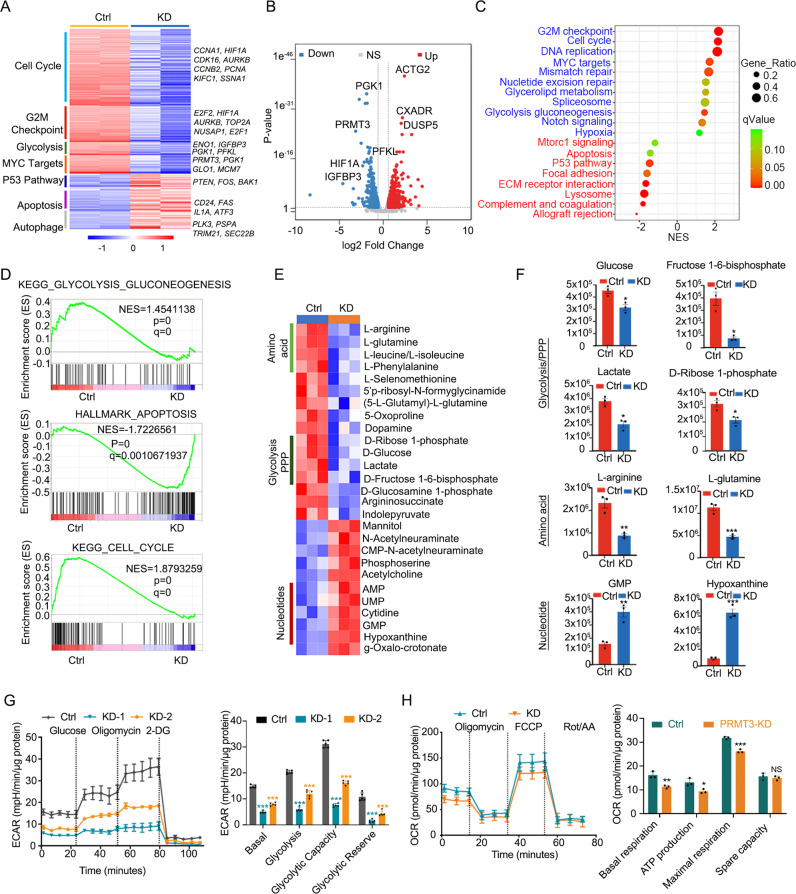
PRMT3 deficiency decreases GBM progression by inhibiting aerobic glycolysis. **A** Heatmap of the genes differentially expressed in control and PRMT3-KD U251cells after 72 hr. **B** Volcano plot of transcriptome profiles of wild-type and PRMT3-KD U251cells. Red and blue dots represent genes significantly upregulated or downregulated, respectively in PRMT3-KD cells compared to wild-type cells (fold change >1.5, *p* < 0.05). **C** KEGG analysis of the upregulated and downregulated genes in PRMT3-KD compared with wild-type U251cells. **D** GSEA enrichment plots of the glycolysis pathway, apoptosis and cell cycle pathway showing the comparison of gene expression profiles in wild-type U251cells and PRMT3-KD cells. NES, normalized enrichment score; *p* value, represents the statistical significance of the enrichment score. **E** Heatmap of the metabolites changed in PRMT3-KD GSC20 cells. **F** Relative levels of the metabolites in glycolysis/PPP, amino acid and nucleotide metabolism in Ctrl (red) and PRMT3-KD (blue) GSC20 cells. Data are presented as means ± SEM; *n* = 3 independent experiments; *p < 0.05; **p < 0.01; ***p < 0.001; two-tailed unpaired Student t-test. **G** ECAR was measured with a Seahorse XF96 Flux analyzer (left) and quantification (right) in Ctrl and PRMT3-KD GSC20 cells. *p < 0.05, **p < 0.01, ***p < 0.001. one-way ANOVA with multiple comparison test. **H**. OCR was measured with a Seahorse XF96 Flux analyzer (left) and quantification (right) in Ctrl and PRMT3-KD GSC20 cells. *p < 0.05, **p < 0.01, ***p < 0.001. two-tailed unpaired Student t-test. N.S., not significant.

To further assess the function of PRMT3 in the regulation of metabolic programs in GBM cells, we performed metabolomics analyses by ultra-high pressure liquid chromatography coupled to high-resolution mass spectrometry (UHPLC-HRMS) [37] using GSC20 cells treated with control shRNA- or shPRMT3 (Supplementary Table 1). Metabolomics analyses revealed that PRMT3 knockdown downregulated multiple metabolic pathways, including glycolysis, the pentose phosphate pathway (PPP), and amino acid biosynthesis pathways, while upregulating nucleotide metabolic pathways (Fig. 6E, F).

To further assess the role of PRMT3 in aerobic glycolysis, we knocked down PRMT3 in GSC20 cells and performed a Seahorse real-time cell metabolic analysis to interrogate key cellular functions such as mitochondrial respiration and glycolysis. Silencing PRMT3 significantly reduced glycolysis, glycolysis capacity, and glycolysis reserve in GSC20 cells (Fig. 6G). Consistently, knockdown of PRMT3 also decreased ATP production and the maximum respiration rate, as measured by the oxygen consumption rate (OCR) assay (Fig. 6H). These data indicate that PRMT3 depletion impairs glycolytic metabolism and mitochondrial respiration in GBM cells.

### PRMT3 interacts with HIF1A and regulates its expression

HIF1A is a key regulator of the glycolysis metabolism [4]. 

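HIF1A (ENSG00000100644) lies on chromosome 14 of GRCh37 from 62162231 to 62214977. Its expression was 733 ± 6.62 CPM (SD, n = 2) in Ctrl U251 cells and 242 ± 65.8 CPM (SD, n = 2) in PRMT3-KD cells. The log2 fold change was -1.60 (standard error 0.203, adjusted p = 0.0204 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with -1.91 in PRMT3-KD library 1 and -1.34 in library 2. With the replicate number as a block, it was -1.62 (adjusted p = 0.0125, edgeR). The 3′ UTR of HIF1A, in exon 15, has 2 copies of CAGCTCA, from 62214001 to 62214007 and from 62214559 to 62214565.

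PGK1 (ENSG00000102144, chromosome X from 77166236 to 77384792) was at 721 ± 0.283 CPM in Ctrl and 194 ± 5.87 CPM in PRMT3-KD cells (SD, n = 2 each). Its log2 fold change was -1.89 (standard error 0.0711, adjusted p = 0.0140, edgeR). The 3′ UTR of PGK1 has 1 copy of CAGCTCA, the annotation holds 2 PGK1 pseudogenes, and its exons overlap those of ATP7A on the same strand. PFKL (ENSG00000141959, chromosome 21 from 45719934 to 45747259) had a log2 fold change of -1.07 (standard error 0.0735, adjusted p = 0.0142, edgeR), with 141 ± 1.44 CPM in Ctrl and 67.1 ± 2.67 CPM in PRMT3-KD cells. ENO1 (ENSG00000074800), with 1 copy of CAGCTCA in its 3′ UTR and 4 pseudogenes, had a log2 fold change of -0.77 (standard error 0.118, adjusted p = 0.0262, edgeR). GAPDH (ENSG00000111640), with 65 annotated pseudogenes, had a log2 fold change of -0.68 (standard error 0.119, adjusted p = 0.0326, edgeR). The 3′ UTRs of PFKL and GAPDH have 0 copies of CAGCTCA.

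PKM (ENSG00000067225), counted over all its isoforms, was at 6069 ± 18.9 CPM in Ctrl and 6553 ± 609 CPM in PRMT3-KD cells (SD, n = 2 each), a log2 fold change of 0.11 (standard error 0.0941, adjusted p = 0.446, edgeR). PDK1, whose 3′ UTR has 1 copy of CAGCTCA, and TPI1 had log2 fold changes of -0.61 and -0.41 (adjusted p = 0.0306 and 0.0302, edgeR), the latter under 1.5-fold. These adjusted p were 0.0523 and 0.0734 with the replicate block. LDHA had a log2 fold change of -0.24 (standard error 0.106, adjusted p = 0.176, edgeR). The 33 tested genes of a HIF1A target list outside the glycolytic enzymes had a mean log2 fold change of -0.0082 (adjusted p = 0.655, camera), with 17 genes higher and 16 lower.

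**Figure D3:**
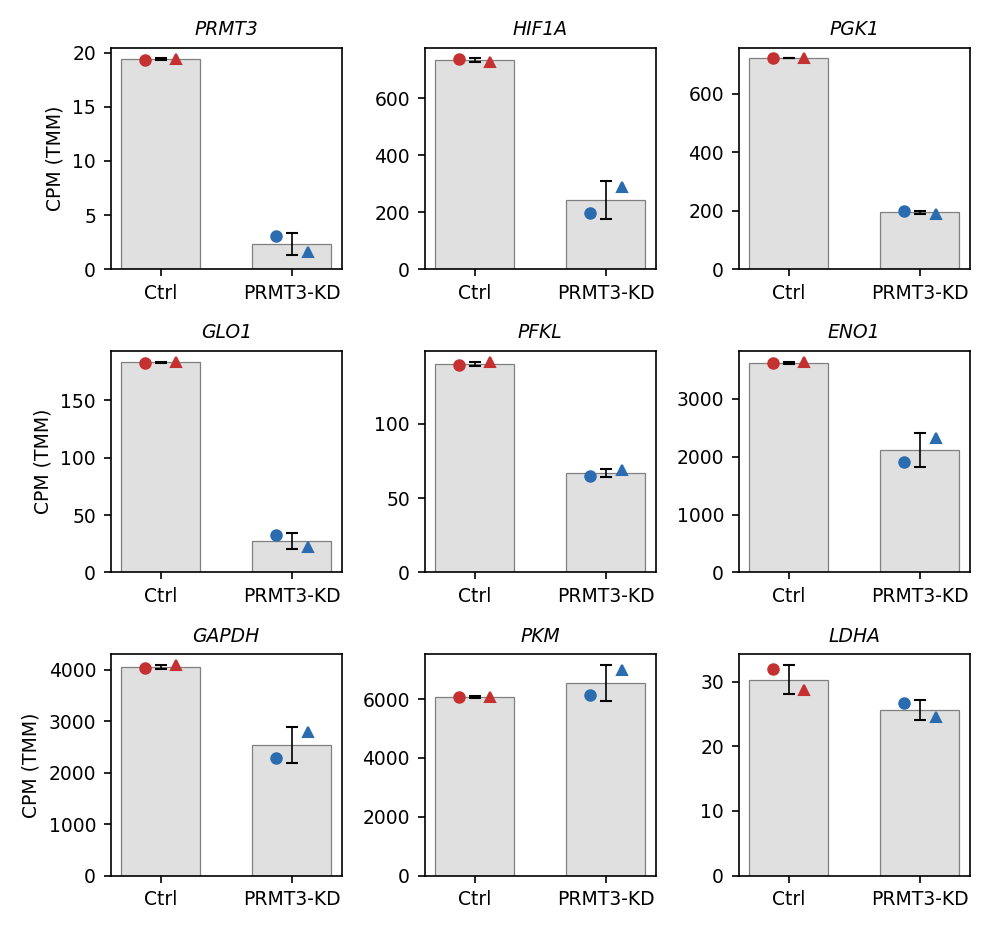
CPM on the TMM scale of 9 genes in U251 cells (y axes, which differ between genes), with points for each library, bars for the mean and error bars for the SD (n = 2 libraries). HIF1A was at 733 CPM in Ctrl and 242 CPM in PRMT3-KD cells, and PKM at 6069 and 6553 CPM.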

Our transcriptomic profiling showed that PRMT3 depletion led to downregulation of *HIF1A* along with glycolytic pathway genes in GBM cells (Fig. 6A, B). The analysis of the CGGA glioma genome database [38] revealed a positive correlation between expression of *PRMT3* and *HIF1A* in both primary and recurrent gliomas (Fig. 7A). We found that PRMT3 overexpression upregulated the activity of *HIF1A*-promoter driven luciferase in 293T cells and HIF1A expression in GSC262 cells assayed by western blotting under hypoxic conditions (Fig. 7B, C). In contrast, PRMT3 knockdown significantly decreased HIF1A expression under hypoxia conditions (1% O2 or CoCl_2_-induced hypoxia [39]), which elevates HIF1A expression [40] in U251 and GSC262 GBM cells assayed by western blotting (Fig. 7D, E). Given that expression of HIF1A is regulated by protein stability [41, 42], we then measured the half-life of HIF1A after cycloheximide (CHX)-treatment to block protein synthesis. As shown in Fig. 7F, PRMT3 knockdown decreased the half-life of endogenous HIF1A. Furthermore, co-immunoprecipitation analysis showed a physical interaction between PRMT3 and HIF1A in a complex in GSC262 cells under hypoxia conditions (Fig. 7G). HIF1A expression and stability can be modulated by poly-ubiquitin modification [43]. PRMT3 knockdown significantly increased HIF1α poly-ubiquitination, leading to HIF1α de-stabilizattion [43], while overexpression of PRMT3 significantly inhibited HIF1α poly-ubiquitination (Fig. 7H). qRT-PCR analyses showed that PRMT3 deficiency decreased the expression of *HIF1A* and its downstream target glycolytic genes including *PGK1, PDK1, GAPDH, TPI1, LDHA* and *PFKL* (Fig. 7I, J). Conversely, overexpression of PRMT3 promoted the expression of these glycolytic genes (Fig. 7K). These data suggest that PRMTs regulate the glycolysis pathway at least in part by regulating the expression of HIF1A and its protein stability in GBM cells.

**Fig. 7:**
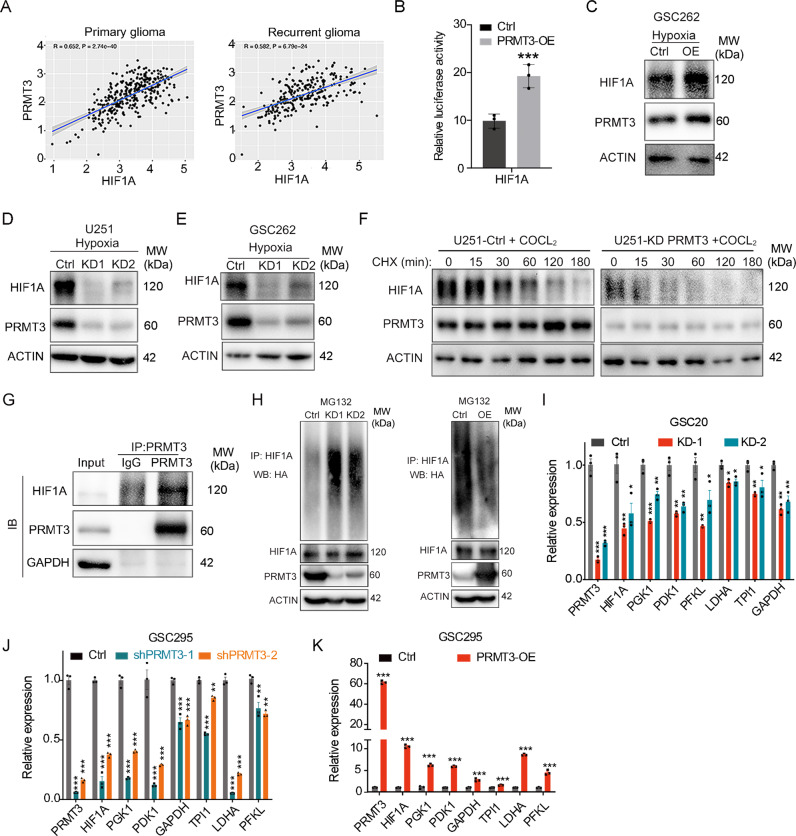
PRMT3 binds and regulates the expression and function of HIF1A. **A** Plot showing the correlation between the mRNA levels of PRMT3 and HIF1A in the CCGA database. r, correlation score; *p* value, statistical significance of the correlation score. **B** Dual luciferase assay for HIF1A reporter activity. Data are presented as means ± SEM; *n* = 3 independent experiments; ***p < 0.001; two-tailed unpaired Student t-test. **C** Representative western blots for HIF1A and PRMT3 in U251Ctrl cells and PRMT3-OE cells under hypoxia. ACTIN served as a loading control. **D**, **E** Representative western blots for HIF1A and PRMT3 in U251 (**D**) and GSC262 (**E**) Ctrl cells and PRMT3-KD cells under hypoxia. ACTIN served as a loading control. **F** The half-life of endogenous HIF-1α detected by western blot after treatment with cycloheximide (CHX) under hypoxia. **G** CO-IP assay for the interaction of endogenous PRMT3 and HIF1A in the GSC262 cell line under hypoxia. **H** Representative western blots for poly-ubiquitin levels of HIF1A in 293 T PRMT3-KD (left) and PRMT3 overexpression (OE) (right) cells. ACTIN served as a loading control. **I**, **J** qRT-PCR analysis of the indicated genes in Ctrl and PRMT3-KD GSC20 (**I**) and GSC295 (**J**) cell lines. Data are presented as means ± SEM; *n* = 3 independent experiments; *p < 0.05, **p < 0.01; ***p < 0.001; one-way ANOVA with multiple comparisons test. **K** qRT-PCR analysis of the indicated genes in Ctrl and PRMT3-OE GSC295 cells. Data are presented as means ± SEM; *n* = 3 independent experiments; ***p < 0.001; two-tailed unpaired Student t-test.

### Pharmacological inhibition of PRMT3 inhibits HIF1A expression and glioma growth

We next investigated the effect of pharmacological inhibition of PRMT3 on GBM growth by using the PRMT3-specific inhibitor SGC707. The WST-1 assay showed that treatment of GBM cells (U251, U87) and patient-derived GSC cells (GSC28 and GSC262) with the PRMT3 selective inhibitor SGC707 significantly reduced cell growth (Fig. 8A, B), while it did not affect the cell growth of normal brain glial cell lines, HEB and HMO6, at the same concentration (Fig. 8C). Furthermore, treatment with SGC707 significantly inhibited the extracellular acidification rate (ECAR) as monitored by Seahorse XF96 Extracellular Flux analyzer (Fig. 8D), as well as glycolysis, glycolysis capacity, and glycolysis reserve in GSC262 cells (Fig. 8E), consistent with the PRMT3 knockdown results.

**Fig. 8:**
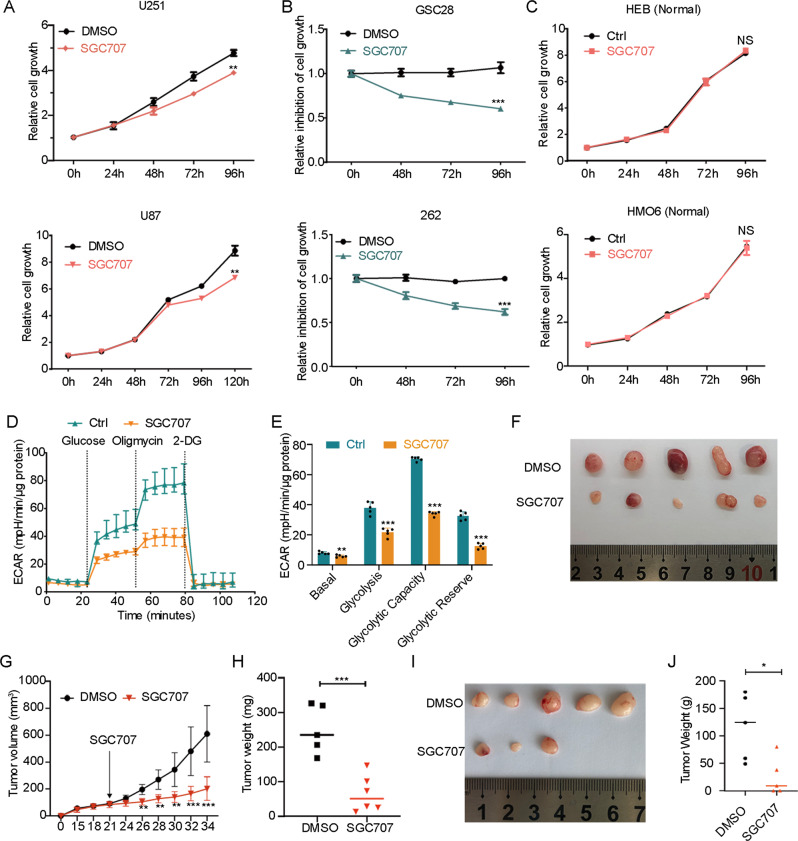
Pharmacological Inhibition of PRMT3 Decreases GBM growth. **A** Growth of U251 and U87 cells treated with SGC707 (10 μM) at the indicated times after treatment initiation. *n* = 3 independent assays. **B** Growth inhibition of GSC28 and GSC262 cells treated with SGC707 (10 μM) at the indicated times after treatment initiation. *n* = 3 independent assays. **C** Growth of HEB and HMO6 normal brain cells treated with SGC707 (10 μM) at the indicated times after treatment initiation. *n* = 3 independent assays. **D**, **E** ECAR of GSC262 cells after treatment with SGC707 for 72 h (**D**) and quantification (**E**). *n* = 5 independent assays. **F** Photomicrographs of tumors formed in the flanks of nude mice injected with GSC262 cells that were treated with DMSO or SGC707. **G** Volumes of tumors formed in the flanks of nude mice injected with GSC262 cells that were treated with DMSO or SGC707. Arrow: treatment starting date. *n* = 5 or 6 animals/group. **H** Weights of tumors formed in the flanks of nude mice injected with GSC262 cells that were treated with DMSO or SGC707. *n* = 5 or 6 animals/group. **I** Photomicrographs of tumors formed in the flanks of nude mice injected with GSC20 cells that were treated with DMSO or SGC707. **J** Weights of tumors formed in the flanks of nude mice injected with GSC20 cells that were treated with DMSO or SGC707. *n* = 5 animals/group. Data are presented as means ± SEM; *p < 0.05, **p < 0.01; ***p < 0.001; two-tailed unpaired Student t-test. N.S., not significant.

To assess the effect of SGC707 on GBM growth in vivo, we treated the mice bearing flank implanted GSC262 tumor cells with SGC707 (30 mg/kg) [44] daily from day 21, when the tumor became visible, to 34 days post-transplantation. Compared with vehicle-treated mice, tumors in SGC707-treated mice were smaller and grew more slowly (Fig. 8F-H). Consistently, treated with SGC707 also decreased tumor growth in GSC20 xenograft mice model (Fig. 8I, J). Together, these results suggest that pharmacological targeting of PRMT3 decreases HIF1A expression and glycolytic rates in GBM cells, and inhibits GBM growth in a xenograft mouse model.

## Discussion

In the present study, we identify PRMT3 as the most significantly enriched PRMT enzyme family member in high- and low-grade gliomas, and show that the PRMT3 level is correlated with poorer prognosis in GBM patients. Our loss-and gain-of-function studies demonstrated that PRMT3 is required for GBM cell proliferation, survival, and tumor growth in vitro and in vivo. It is not uncommon for a gene to be required for cell growth and survival [45, 46]. Our knockdown and gain-of-function experiments indicate that PRMT3 is critical for both tumor cell growth and survival given that PRMT3 may modify a variety of substrates in different signaling pathways [11, 22, 24, 31, 47]. We further showed that PRMT3 promotes the glycolytic program by elevating HIF1A. Moreover, pharmacological targeting of PRMT3 inhibits GBM cell growth by inhibiting HIF1A expression and glycolysis. Thus, our data demonstrate a key pro-oncogenic role of PRMT3 in GBM progression via enhancing HIF1A and glycolysis.

Glycolysis is a conserved metabolic pathway that converts glucose to pyruvate and generates biomass intermediates such as ATP and NADH to sustain cell growth and survival, including GBM [48–51]. Currently, the functional link between PRMTs and glycolysis in glioma stem cells remains elusive. PRMT3 has been shown to regulate metabolic reprogramming in pancreatic cancers by methylating glycolytic pathway components such as GAPDH and ABCG2 to reprogram cellular metabolism to promote tumor progression [52, 53]. Strikingly, our transcriptomic profiling study indicates that PRMT3 deficiency substantially decreased key glycolysis metabolic pathway genes such as *ENO1, GAPDH, PKM2, IGFBP3, PGK1*, and *PFKL* as well as *HIF1A*, a master regulator of glycolysis by promoting the uptake of glucose and glycolysis [54]. Consistently, our unbiased metabolomic analysis show that PRMT3 knockdown diminishes the expression of glycolytic components in the pentose phosphate pathway. Furthermore, we found that PRMT3 expression is positively correlated with HIF1A in primary and recurrent GBM cases, and that PRMT3 can interact with HIF1A under hypoxic conditions and promote HIF1α expression and its stability. These observations are in keeping with PRMT3 interaction and methylation HIF1α for its activity in colorectal cancer [31], suggesting a conserved role of PRMT3 in regulation of HIF1α and glycolysis in different types of cancers. Together, our results indicate that PRMT3 promotes glycolysis metabolic programs by enhancing HIF1A expression and activity to promote GBM cell growth. *PRMT3* has been identified as a direct target gene of HIF1A, which binds to the promotor/enhancer site marked by activating histone marks H3K4me3 and H3K27ac [55] in the *PRMT3* gene locus in U2OS cells [56] (Supplementary Fig. 4B). Consistently, we found that HIF1A overexpression upregulated *PRMT3* promoter activity in a PRMT3-promoter-driven luciferase assay (Supplementary Fig. 4A). Thus, it is conceivable that HIF1A and PRMT3 form a feedback regulatory loop to amplify PRMT3 expression and further enhance HIF1α transactivation activity, suggesting a regulatory role of PRMT3 in HIF1α signaling.

PRMTs have garnered significant interest as novel targets for anticancer drug development [13, 15, 16]. SGC707, a bioavailable drug, is a selective inhibitor of PRMT3 and potently inhibits its methyltransferase activity in cells [44, 57]. SGC707 has been reported to have an anti-tumor effect in other cancer model [47, 57–59]. Herein, we provide the first evidence that SGC707 has an anticancer effect in GBM. We showed that treatment with SGC707 specifically inhibited GBM and GSC cell growth in part by blocking HIF1A expression and the glycolysis rate in GBM cells, with no effect on normal brain cells. In addition, SGC707 suppressed tumor growth in GBM xenograft models. Given that knockdown and pharmacological inhibition of PRMT3 inhibits GBM cell growth, these results suggest that PRMT3 might serve as a potential target for GBM therapy. In conclusion, we demonstrated that PRMT3, highly enriched in malignant gliomas, is essential for GBM growth in vitro and in vivo at least in part by activating HIF1α and glycolysis signaling. These findings revealed a critical role for PRMT3 in glioma growth and progression and present therapeutic vulnerability to PRMT3-targeted therapy in GBM.

## Materials and methods

### Animal experiments

GBM cells (U251 and U87) transduced with lenti-control (shGFP) and shPRMT3 lentivirus were subcutaneously injected into the flank of nude mice. Four to five week old athymic nude mice were purchased from Shanghai SLRC Laboratory Animal Center and used with approval by the Experimental Animal Care and Use Committees of Fudan University. GSCs treated with shCtrl or shPRMT3 were transplanted into the cortex of the NOD scid gamma (NSG) mice with coordinates 1, 0.5, −2 mm. NSG mice were purchased from the Cincinnati Children’s Hospital Medical Center animal core. For in vivo drug treatment with SGC707 (Selleck, cat# S7832). SGC707 was first dissolved in DMSO and then added to a solution of 30% PEG300 with 65% PBS to make a working solution for mouse intraperitoneal injection. SGC707 was administered at 30 mg/kg via intraperitoneal injection daily starting on Day 21 after tumor cell transplantation. The mice were randomized into individual groups. The animal studies were approved by the IACUC (Institutional Animal Care and Use Committees) of the Cincinnati Children’s Hospital Medical Center, USA.

### Cell culture

The HEK293T cell line and the GBM cell lines U251, U87 and A172 were cultured in DMEM medium with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin. The GSC cell lines of GSC11, GSC20, GSC262, GSC267, GSC295, GSC28, GSC284 and GSC627 were derived from recurrent GBM specimens as previously described [60]. GSCs were cultured in DMEM/F-12 supplemented with D-Glucose (0.27%), progesterone (20 nM), putrescine dihydrochloride (60 µM), heparin (2 µg/ml), HEPES buffer (5 mM), BSA (0.1%), and 1% Insulin-Transferrin-Selenium (ITS) (Gibco, cat# 41400045). Human astrocyte cells were cultured in DMEM supplemented with N2, 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin. All cells were maintained in a humid incubator with 5% CO_2_ at 37 °C.

### Western blotting

For western blotting, GBM cells were lysed in RIPA lysis buffer containing protease and phosphatase inhibitors (Complete-Mini; Roche-Boehringer). We used antibodies against ACTIN (Invitrogen, cat# MA5-11869), GAPDH (Invitrogen, cat# AM4300), PRMT3 (Abcam, cat# ab191562), HIF1A (Abclonal, cat# A7684), and cleaved-caspas3 (CST, cat# 9661s). HRP conjugated secondary antibodies were used form Jackson ImmunoResearch Laboratories. Uncropped western blots data were presented in Supplementary file 1.

### Cell proliferation and migration assays

For the cell proliferation assay, cells were plated in 96-well plates at a density of 5 × 10^3^ in 100 µl of medium per well in the 96 well plate, or treated with SGC707 (10 μM). 10 μM is the lowest concentration that decreases GBM cell growth and is not toxic to normal cells when examining the effect of a series of SGC707 concentrations on GBM and normal cells. Ten microlites of WST-1 (Takara, cat# MK400) were added into each well and incubated for another 1–3 h at 37 °C. The absorbance was detected by multifunctional microplate reader (BioTek Instruments Inc.) at a wavelength of 450 nm according to the manufacturer’s instructions.

For the wound healing assay to assess cell migration, cells were seeded in 6-well plates and cultured overnight to 95% confluency. Scratch-wounds were made on the plate using a 200 µl sterile pipette tip. Cells were washed twice with PBS to clean up the floating cells. Subsequently, cells were cultured with serum-free DMEM continually for the scratch assay as previously described [35]. Photographs were taken at the indicated times.

The transwell migration assay was evaluated using 24-well transwell migration chambers with 8-μm pore inserts (Corning, Cat # 3422). Briefly, 2 × 10^5^ cells in FBS free media were seeded into the upper chambers. The lower chambers were filled with DMEM media (with 20% FBS). After 72 h of incubation, the lower chamber was fixed in 4% paraformaldehyde and stained with crystal violet. Cells in the lower surface were counted in 6 random fields per insert using ImageJ software (http://rsb.info.nih.gov/ij/).

### Tissue sectioning and staining

Mouse brains were fixed in 4% PFA and were subjected to paraffin embedding and sectioning. Serial 5 µM sections were used for conventional H&E staining, immunohistochemistry staining or immunofluorescence as previously described [60]. For immunohistochemistry staining, sections were incubated with cleaved-caspase3 primary antibody. For BrdU staining, tissue sections were denatured with 0.1 N HCl for 1 h in a 37 °C water bath. After denaturation, the sections were neutralized with 0.1 M Borax at pH 8.5 (Sigma) for 10 min. Sections were washed with 0.3% Triton X-100/1×PBS (wash buffer) 3 times and blocked with 5% normal donkey serum (Sigma-Aldrich) in wash buffer for 1 h at room temperature. All immunofluorescence-labeled images were acquired using a Nikon C2 + confocal microscope.

### ECAR and OCR measurement

The extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) were measured by an extracellular flux (XF96) analyzer (Seahorse Bioscience) using a glycolysis stress test kit (Agilent Technologies, cat#103020-100) or a cell mito stress test kit (Agilent Technologies, cat#103015-100), respectively.

### Real-time quantitative PCR

Total RNA was isolated from the GBM cells using TRIzol (Invitrogen, USA) according to the manufacturer’s protocol. The RNA was reverse transcribed using iScript Reverse Transcription Supermix (BioRad, cat#1708 841). SYBR green PCR mix (BioRad) was used to perform the quantitative RT-PCR. The primer pairs were used as follows: β-Actin forward 5′- AATCGTGCGTGACATTAAGGAG -3′ and reverse 5′- ACTGTGTTGGCGTACAGGTCTT -3′; *PRMT3* forward 5′- GAACCTGCTCGTCATCTA -3′ and reverse 5′- CCATTGCCTGGTAAAGTA -3′; *GAPDH* forward 5′- GGATTTGGTCGTATTGGG -3′ and reverse 5′- GGAAGATGGTGATGGGATT -3′; *LDHA* forward 5′- ACCCAGTTTCCACCATGATT -3′ and reverse 5′- CCCAAAATGCAAGGAACACT -3′; *PFKL* forward 5′- TGGTCGGTGGGTTTGAGG -3′ and reverse 5′- CAGGGACGTTGTTGCTGAT -3′; *PGK1* forward 5′- TGAAGATTACCTTGCCTGTT -3′ and reverse 5′- TCTGCTTAGCCCGAGTGA -3′; *PDK1* forward 5′- TCACCAGGACAGCCAATA -3′ and reverse 5′- CCTCGGTCACTCATCTTCA -3′; *HIF1A* forward 5′- AGTGTACCCTAACTAGCCG -3′ and reverse 5′- CACAAATCAGCACCAAGC -3′; *TPI1* forward 5′- CGTGAAGGACTGGAGCAA -3′ and reverse 5′- CCATAAATGATACGGGTGC -3′.

### Cell cycle and apoptosis analysis

For cell cycle analysis, cells were washed twice with cold PBS, fixed with 75% ethanol and stored at 4 °C overnight. Cells were stained with PI (BD Biosciences, cat#550825) for 15 min at room temperature, and then analyzed using a BD Biosciences System.

For cell apoptosis assays, cells were stained with the PE Annexin V Apoptosis Detection Kit I (BD Biosciences, cat#559763) in accordance the manufacturer’s instructions, and then analyzed on a BD Biosciences flow cytometer.

### RNA-seq analysis

GBM cell RNA was extracted using the RNeasy Mini Kit (Qiagen) and the RNA-seq libraries were prepared using Illumina Preparation Kit and sequenced on a HiSeq 2500 sequencer. RNA-Seq data were analyzed by alignment to hg19 using TopHat with default settings as described previously [61]. Unnormalized gene read counts were generated using Cufflinks (http://cole-trapnell-lab.github.io/cufflinks/). Read count normalization and differential gene expression analysis of count were performed by the DESeq2. We used a threshold of 0.05 for adjusted P-values reported by DEseq2 to identify differentially expressed genes. Heatmap of gene expression was generated using R language (http://www.r-project.org). GO-analysis of gene expression changes was performed using Gene Set Enrichment (GSEA, http://www.broadinstitute.org/gsea/index.jsp). Normalized enrichment score (NES) reflects the degree to which the gene-set is overrepresented at the top or bottom of a ranked list of genes.

#### Metabolomics analyses

Metabolomics were performed as previously described [62]. Briefly, cells were extracted in ice cold lysis solution (5:3:2 MeOH:ACN:H_2_O *v/v/v*) at a 1 million cells/1 ml extraction solution. The samples were vortexed vigorously for 30 minutes at 4 °C. The remaining solids were separated from the extract through centrifugation for 10 minutes at 18,213 x g and 4 °C and discarded. The supernatant was analyzed with ultrahigh-performance liquid chromatography coupled to mass spectrometry (UHPLC-MS — Vanquish and Q-Exactive, Thermo Fisher). The UHPLC was run at a flow rate of 450 µL/min using 5-minute gradients in negative and positive ion polarity modes. Extracts were resolved over a Kinetex C18 column, 150 × 2.1 mm, 1.7 µm particle size (Phenomenex) fitted with a guard column (SecurityGuard^TM^ Ultracartridge–UHPLC C18 for 2.1 mm ID Columns–AJO-8782– Phenomenex). The Q-Exactive mass spectrometer scanned in Full MS mode (2 μscans) from 65 to 950 *m*/*z* at 70,000 resolution, with 4 kV spray voltage, 45 sheath gas, and 15 auxiliary gas. Samples were run in randomized order, with technical mixes interjected throughout the run to validate instrument performance. After untargeted acquisition, the data were converted to.mzXML files using Raw Converter (Scripps Research Institute, La Jolla, California, USA) and a targeted analysis was performed. Metabolite peaks were verified and manually selected using the software Maven (Princeton University, Princeton, New Jersey, USA) against a standard library of over 5,000 compounds, as described [62, 63].

### Quantification and Statistical Analysis

Statistical analysis was performed using two-tailed unpaired Student’s tests or one-way ANOVA with multiple comparisons. Data are shown in dot plots, or histograms as mean ± s.e.m, and *p* < 0.05 was considered to be significant. Significance was set as *p* < 0.05, unless otherwise indicated (*p < 0.05, **p < 0.01, ***p < 0.001). Correlation significance of groups was assessed by Pearson’s correlation coefficient test.

## Supplementary information

Supplementary Figure legend

Supplementary Figure1

Supplementary Figure2

Supplementary Figure3

Supplementary Figure4

Supplementary Figure5

Original Data File

Supplementary Table1

Checklist

## Data Availability

All the high-throughput data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GEO: GSE200902. The uncropped western blotting data has been provided in the Supplementary file 1.

# Supplementary material for: PRMT3 drives glioblastoma progression by enhancing HIF1A and glycolytic metabolism
**Source:** Cell Death Dis. 2022 Nov 9;13(11):943. doi: 10.1038/s41419-022-05389-1
**Supplement:** Supplementary file 1 — Supplementary Figure legend

**Supplementary Figure legend:**

**Supplementary Fig. 1: PRMT3 is highly expressed in GBM and GSC cells**

Representative western blot of PRMT3 expression in a normal brain glial cell line (HEB) and a microglia cell line (HMO6), GBM cells (U87, U251 and A172) and GSC cells (GSC262, GSC20). ACTIN served as a loading control.

**Supplementary Fig. 2: PRMT3 is required for GBM cell growth in cultures**

A-C. Western blot validation of shPRMT3-mediated *PRMT3* depletion in U87 (A), U251(B) and A172 (C) cells. ACTIN served as a loading control.

D. Immunofluorescence assays of GSC28 cells showing the localization of PRMT3 in Ctrl and PRMT3 overexpressing cells.

E. The growth curve of GSC28 cells treated with control or lentiviral vector expressing PRMT3 by WST-1 assay.

Data are presented as means ± SEM; n = 3 independent experiments; *** p<0.001; two-tailed unpaired Student t-test.

**Supplementary Fig. 3: PRMT3 downregulation induces cell cycle arrest and cell death**

A-B. Flow cytometry cell cycle analysis and quantification of Ctrl and PRMT3-KD U251 cells. Cells were transduced with lenti-shCtrl or shPRMT3-1 after 48h.

C-D. Flow cytometry analysis of cell apoptosis (C) and quantification (D). Cells were treated with lenti-shCtrl or shPRMT3 for 72h.

E-F. Representative western blots for cleaved PARP1 and PRMT3 in GSC627 (E) and GSC20 (F) treated with lenti-shCtrl and shPRMT3 for 72h. ACTIN served as a loading control.

G. Representative western blot for p21 and PRMT3 in U251cells transduced with lenti-shCtrl and shPRMT3 for 72h. ACTIN served as a loading control.

Data are presented as means ± SEM; n = 3 independent experiments; * p<0.05; ** p<0.01; *** p<0.001; two-tailed unpaired Student t-test (in B) or one-way ANOVA with multiple comparison test (in D).

**Supplementary Fig. 4:** **HIF1A targets the active promotor/enhancer of *PRMT3***

A. Luciferase reporter assay for PRMT3 promoter activity. Data are presented as means ± SEM; n = 3 independent experiments; *** p<0.001; two-tailed unpaired Student t-test.

B. Genome browser view of ChIP-seq signals of HIF1A, H3K27ac and H3K4me3 in the PRMT3 locus in U2OS cells. Highlights indicate regulatory elements (promoter/enhancers).

**Supplementary Fig. 5: PRMT3 downregulation do not affect expression of other PRMTs**

Expression of PRMTs after PRMT3 knockdown in U251 GBM cells for 72 h. Data are presented as means ± SEM; n = 3 independent experiments. ***p<0.001; two-tailed unpaired Student t-test.

**Supplementary Table1:** Metabolomic analysis of control and PRMT3-deficient GSC

# Supplementary material for: PRMT3 drives glioblastoma progression by enhancing HIF1A and glycolytic metabolism
**Source:** Cell Death Dis. 2022 Nov 9;13(11):943. doi: 10.1038/s41419-022-05389-1

Figure 1F

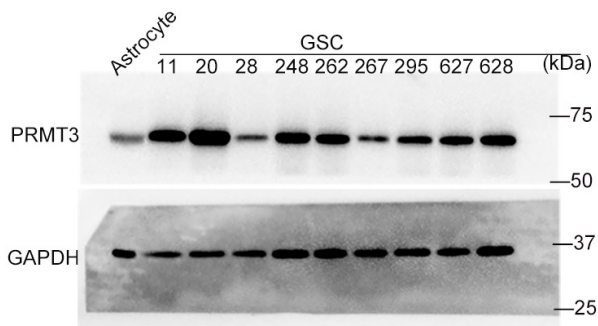

Supplementary Figure 1

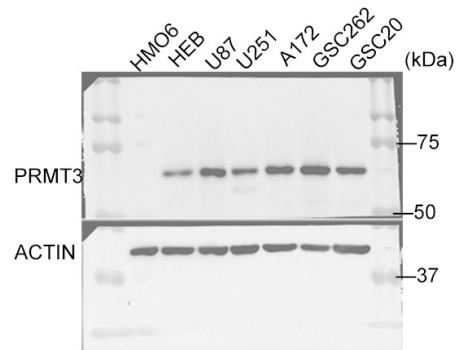

Figure 1H

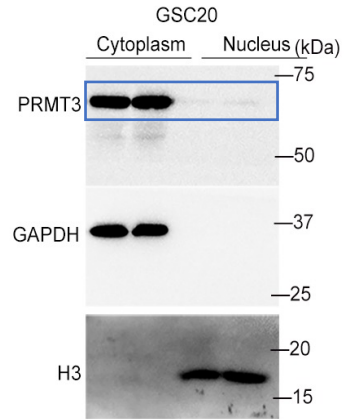

Supplementary Figure 2A

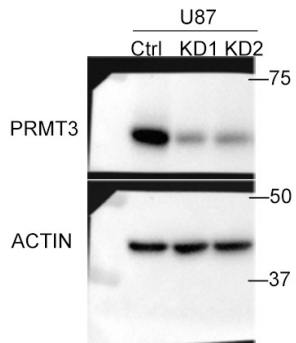

Supplementary Figure 2B

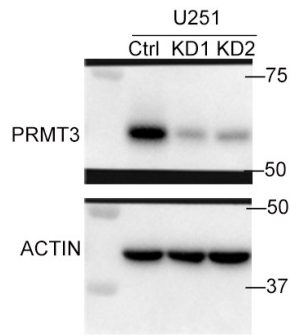

Supplementary Figure 2C

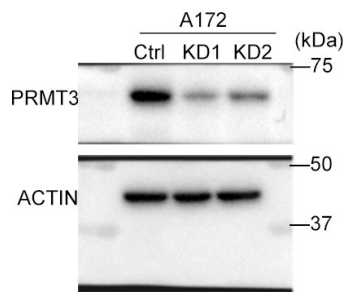

Figure 2F

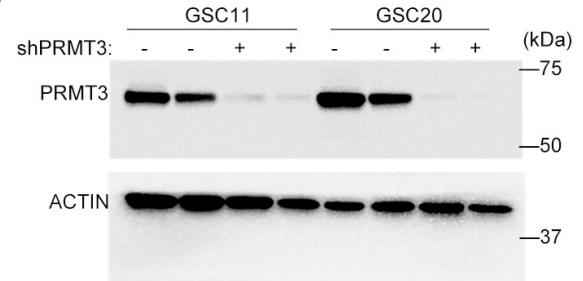

Figure 3E

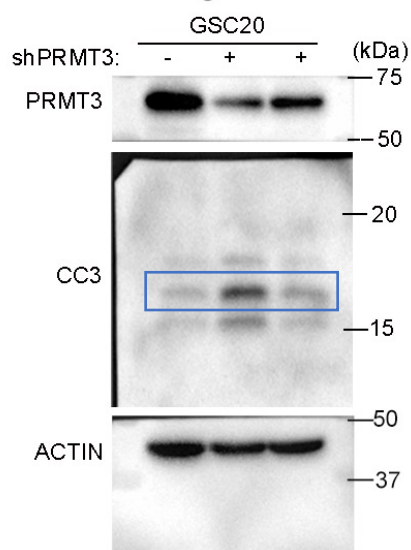

Figure 3F

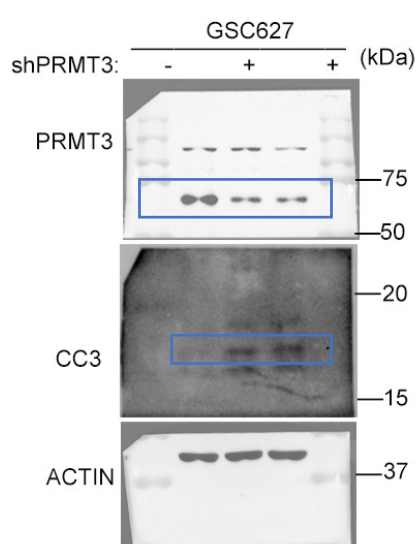

Figure 3G

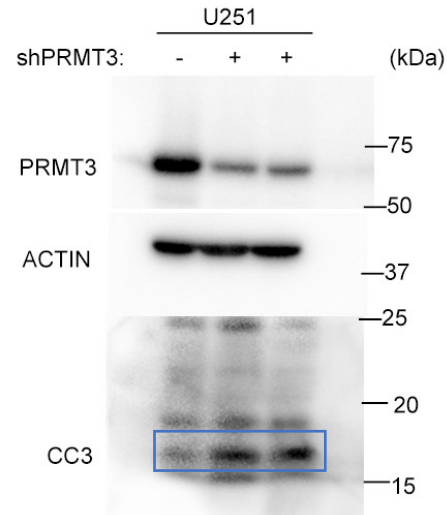

Supplementary Figure 3E

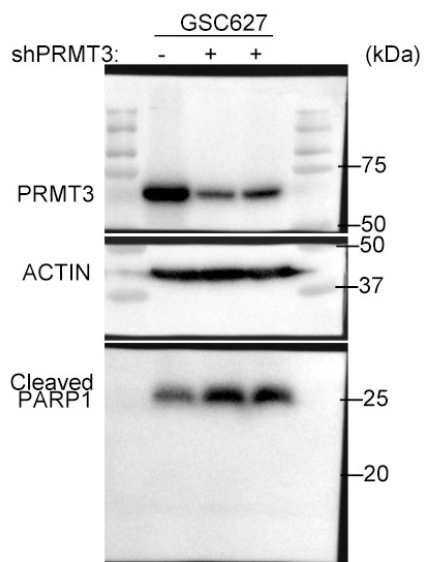

Supplementary Figure 3F

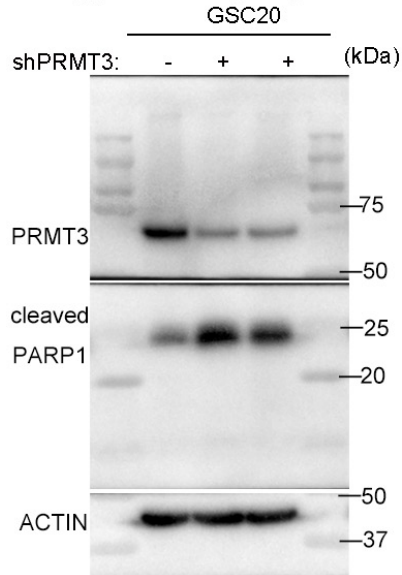

Supplementary Figure 3G

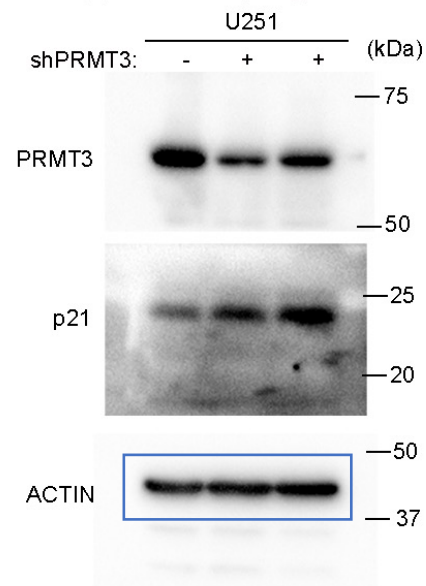

Figure 7C

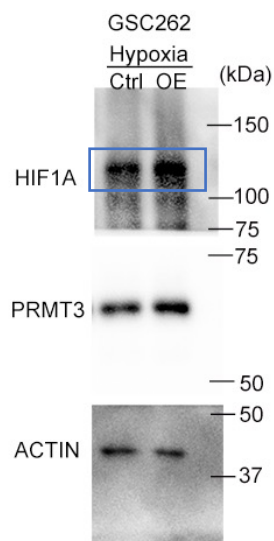

Figure 7D

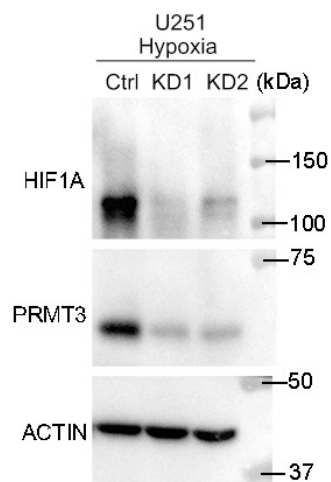

Figure 7E

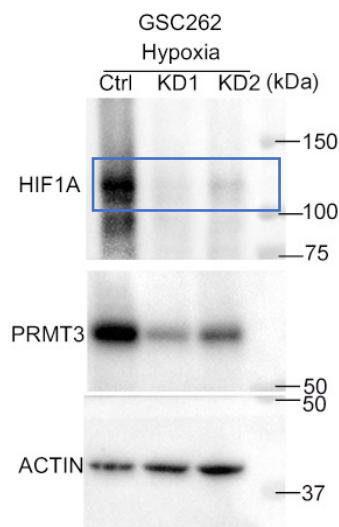

Figure 7G

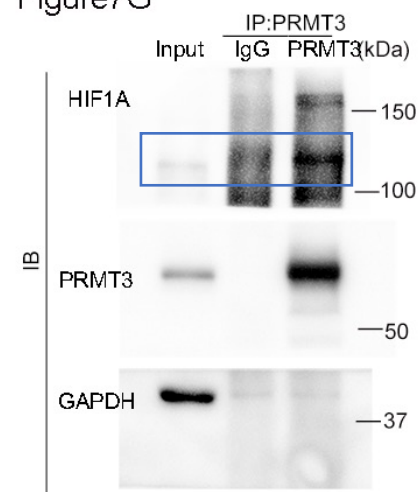

Figure 7F

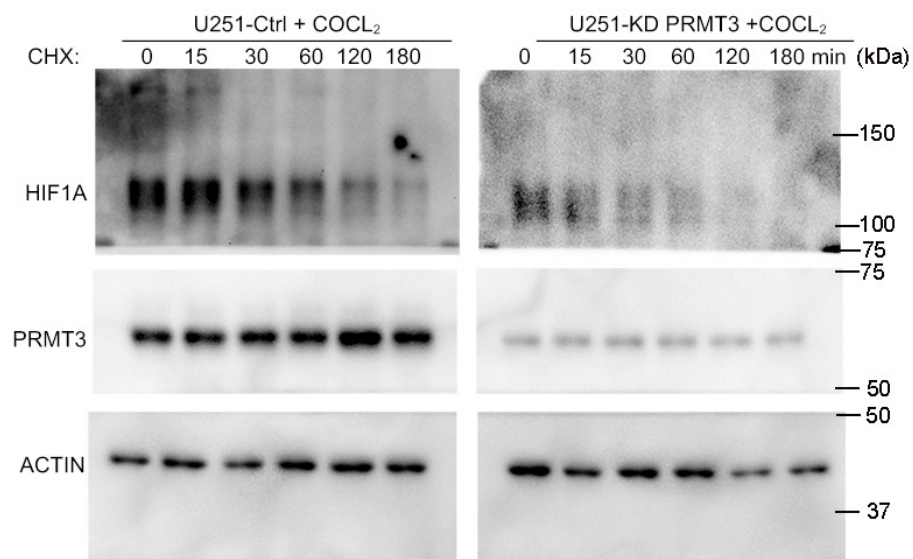

Figure 7H

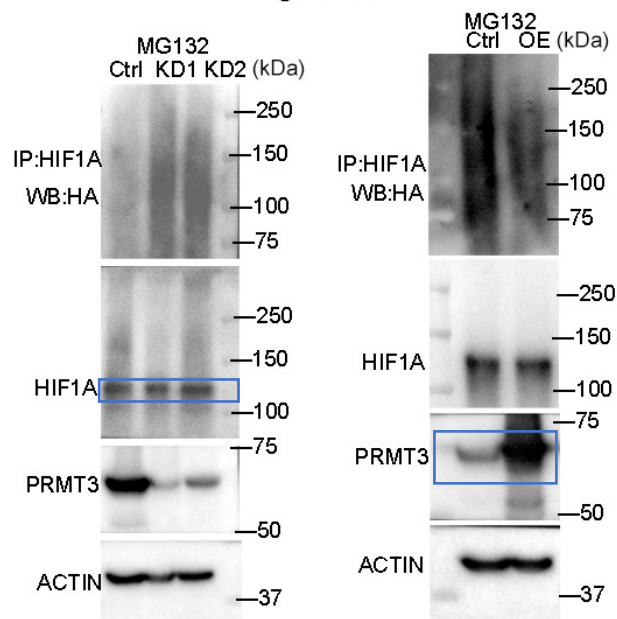

**Supplement:** Supplementary file 7 — Original Data File

How the deposited data were processed for this re-analysis (not part of the article)

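The RNA-seq experiment of Fig. 6 compares U251 cells with control shRNA and with PRMT3 shRNA at 72 h, with 2 libraries per group. The libraries were assigned to Ctrl and PRMT3-KD and to replicates 1 and 2 from their labels, and the pairing by replicate number is from the numbers in the labels. The authors deposited a table of whole-number counts per gene with 1 column per library, and the methods give TopHat, hg19 and Cufflinks as the steps before it. Versions, the gene annotation and any filter on genes are not named in the paper's text. The table has 15576 entries, of which 1 duplicate was removed, and 8 symbols stand on several identifiers. Identifiers were matched to GENCODE 44 lifted to GRCh37, which holds 99.9% of them.

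Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total 15), normalized by TMM and tested with glmQLFit and glmQLFTest, and p-values were adjusted by the Benjamini-Hochberg method over 13172 genes. CPM values are on the TMM scale, and their SD is over 2 libraries. Total counts per library, from 24804250 to 29756313, limit the precision of genes with few counts. Counting error and the spread between libraries are both part of the test. Standard errors were derived from the log2 fold change and the F statistic.

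The named genes are every gene that the paper names for this experiment or in Fig. 7I to 7K, the PRMT family, CDKN1A, members of the gene lists, and the 5 largest increases and 5 largest decreases past the threshold with a mean of at least 10 CPM and both PRMT3-KD values on the same side of both Ctrl values. One listed gene is not reported here, so the number of listed genes past the threshold is given for the downregulated genes only, a restriction made after the data were examined. Gene lists were tested with camera in limma 3.58.1 (inter-gene correlation 0.01) on the edgeR fit and with fgsea 1.28.0 (10000 permutations), and the S phase and G2/M lists came from Seurat 5.3.0. Of the 11 lists, 7 were planned as answers to the paper's statements and 4 (interferon, purine synthesis, purine salvage and breakdown, ribosomal protein) were used for tests of explanations.

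The alternatives were DESeq2 1.42.0, the tool in the paper's methods, in place of edgeR, upper-quartile scaling, library totals only, genes with at least 1 count in any library, genes with at least 10 counts in every library, the replicate number as a block, leaving out each library in turn, other fold thresholds (none, 2-fold, and glmTreat against 1.5-fold), and fgsea in place of camera. Added after the data were examined were limma-voom with a variance weight for each group, the glycolysis and MYC target lists without the genes the paper names, the MYC target list without PRMT3, and all alternatives of the interferon, purine and ribosomal protein lists. When a library is left out, a group has 1 library, so no p-value was computed.

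The tests were run on simulated data with the real means and library sizes and 200 changed genes. With equal spread in both groups, edgeR recovered 191 of the 200 genes with 8 false calls. With the unequal spread of the real groups, edgeR recovered 101 with 0 false calls, the block 191 with 4, DESeq2 186 with 2, and limma-voom with group weights 161 with 3. In that simulation, 7.59% of unchanged genes had an unadjusted p under 0.05 with edgeR, so its unadjusted p-values are somewhat too small. In lists of unchanged genes, camera gave an unadjusted p under 0.05 in 1 of 100 lists. The simulated genes varied independently of each other, so this does not test the preset correlation.

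The scan of 3′ UTRs used Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3. For 10280 genes with a mean of at least 5 CPM and a 3′ UTR of at least 50 bases in the canonical transcript, the log2 fold change was correlated with the presence of each of 15694 sequences of 7 bases that at least 100 genes carry, after removal of UTR length, base composition and mean expression. The threshold was the 5th percentile of the strongest negative correlation in 1000 permutations. On simulated data, planted effects of 0.1 and 0.2 on the log2 scale were recovered, and with 0 effect 1 sequence passed the threshold. Metabolite, protein and qRT-PCR data were not analysed here.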

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

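Of the tests below, that of another scaling and that of 3′ UTR sequences were chosen after the result was seen.

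The paper does not discuss interferon response genes, and a list of 26 tested genes was higher in PRMT3-KD than in Ctrl U251 cells. The mean log2 fold change was 0.85 (adjusted p = 7.0e-07, camera, and at most 9.1e-06 over its alternatives), with 24 genes higher, and BST2, DDX58, IFI6, IFIH1, IFIT1, IFIT2, IFIT3, IRF9, ISG15, OAS2 and TRIM21 passed the threshold. The mean was 1.05 in PRMT3-KD library 1 and 0.55 in library 2, while the 2 Ctrl libraries differed by 0.0035. The mean was 0.82 with the replicate block (adjusted p = 2.3e-08, camera). The lowest mean under another scaling was 0.829, so the scaling does not account for the rise. The members without AGCTCA in the 3′ UTR had a mean of 0.901, which says nothing about the origin of the rise, since this sequence goes with lower expression. The Ctrl cells also received a lentivirus, so a response to the virus alone does not predict the rise of 0.85, and libraries without virus were not analysed here. A stronger response to the virus or hairpin in PRMT3-KD cells cannot be told apart from a response to the loss of PRMT3.

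GDF15, A2M, CNN1 and GPNMB, which the paper does not discuss, were among the largest increases past the threshold. Their log2 fold changes were 3.25, 3.24, 2.82 and 2.79, with adjusted p of 0.0191, 0.0188, 0.0290 and 0.0265 from edgeR's quasi-likelihood test. The largest increases were chosen among genes higher in both PRMT3-KD libraries than in both Ctrl libraries, so this agreement is not support for them. The PRMT3-KD libraries 1 and 2 had 110 and 56.9 CPM of GDF15, 18.0 and 41.4 CPM of CNN1, and 216 and 95.1 CPM of GPNMB, so the sizes of these increases are uncertain. With glmTreat left out, the 4 increases held under every test, scaling and filter tried, with a lowest log2 fold change of 2.66 for GPNMB. GC content and transcript length together explained 0.910% of the variance of the log2 fold change across genes. GDF15 is a member of the p53 target list. No biological explanation was tested for the other 3 genes, and a response to the virus or hairpin was not excluded for any of the 4.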

How the results depend on the processing

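The alternatives were chosen before the data were examined, except limma-voom with group weights, the glycolysis and MYC target lists without the genes the paper names, the MYC target list without PRMT3, and all alternatives of the interferon, purine synthesis, purine salvage and breakdown, and ribosomal protein lists. The number of genes past the threshold was 1441 and lay between 1275 (library totals only) and 1838 (DESeq2) under another test, scaling, filter or the block, and 45.5% of the 1441 were higher in PRMT3-KD, against 40.9% with library totals only. It was 1690 with limma-voom with group weights. It depended on the fold threshold, with 2278 genes without one, 512 at 2-fold and 65 by glmTreat against 1.5-fold. Of the 1441, 1311 to 1413 kept their direction and over 1.5-fold when each library was left out in turn.

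Results by glmTreat are not given here for single genes. With glmTreat left out, the log2 fold changes of PRMT3, HIF1A and PGK1 kept their direction and passed the threshold under every test, scaling and filter tried. HIF1A ranged from -1.64 to -1.59 over these and from -1.91 to -1.34 with each library left out. PRMT6 was the 1 other PRMT family member past the threshold under each of them. CARM1 reversed to -0.023 with library totals only, within its error, and to -0.054 without PRMT3-KD library 2. When a PRMT3-KD library was left out, PRMT5 ranged from -0.13 to 0.32 and PRMT7 from -0.25 to 0.16, so their directions are not settled.

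The S phase, G2/M, glycolysis and MYC target lists kept their direction and an adjusted p under 0.05 under each test, scaling and filter and with fgsea. Without the genes the paper names, the means were -0.28 for glycolysis and -0.17 for MYC targets, and neither had an unadjusted p under 0.05 (0.100 and 0.0579, camera). The paper names those genes as lower, so weaker means are expected from the choice itself and say little about the lists. Without PRMT3, the target of the knockdown, the mean of MYC targets was -0.32 (unadjusted p = 0.0021, camera). For p53 targets, fgsea gave a normalized enrichment score of 1.32 with an adjusted p of 0.154 (0.0041 to 0.154 over the alternatives), which did not pass. With each library left out, the mean ranged from 0.20 to 0.27 for apoptosis and from 0.31 to 0.37 for p53 targets. The mean of HIF1A targets outside glycolysis reversed to 0.071 with DESeq2 and 0.059 with genes of at least 1 count, which both add the genes under the filter. DESeq2 gave -0.0047 on the 33 genes tested by edgeR. On these genes the mean was 0.035 without PRMT3-KD library 1 and -0.098 without library 2, so its sign also depends on the library. With the same settings, purine salvage and breakdown reversed to -0.021 and -0.023, and ribosomal protein genes reversed to 0.0586 and 0.0587.

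Among the named genes, library totals only made 4 weaker (CCNA1, MCM7, FAS, BAK1), the block made 4 weaker (PDK1, TPI1, PRMT2, CDKN1A) and 2 stronger, DESeq2 made 4 stronger and the filter of 10 counts 1. The added limma-voom made 4 stronger and 1 weaker. The causes were not tested. With 2 libraries per group and a larger spread in PRMT3-KD, genes with few counts such as CCNA1 and FOS have log2 fold changes with standard errors of 0.743 and 0.763.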

Differences from the paper's values

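The number of changed genes that the paper states, approximately 1500, lies within 1.5 times the 1441 genes found with the adjusted p and, by a small margin, the 2232 found with the unadjusted p. With the unadjusted p, 2260 genes with library totals only, 2283 with genes of at least 1 count and 2327 with the replicate block are over 1.5 times the paper's number, while 2164 with DESeq2, 2223 with upper-quartile scaling and 2139 with the filter of 10 counts are not. With the adjusted p, the numbers with other fold thresholds (2278, 512 and 65) also differ by over 1.5 times.

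The paper states that PKM2 was downregulated in PRMT3-KD cells. The log2 fold change of PKM, counted over all isoforms, was 0.11, and no setting with a test gave a change past the threshold, with a range from 0.08 to 0.11. With each library left out it ranged from 0.0081 to 0.20. The paper lists ATF3 as upregulated. Its log2 fold change was 0.44 with an adjusted p of 0.166 from edgeR's quasi-likelihood test, and no setting called it. The paper lists PCNA as downregulated. Its log2 fold change was -0.80 with an adjusted p of 0.0520 (edgeR), and it was called with DESeq2, with genes of at least 10 counts in every library and with the replicate number as a block, and also by limma-voom with group weights, which was chosen after seeing the values. CD24 was not analysed here.

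Fig. 6A marks E2F1 as lower and PLK3 and SEC22B as higher. Their log2 fold changes were -0.95, 0.99 and 0.67, with adjusted p of 0.0587, 0.112 and 0.0879 (edgeR). In PRMT3-KD libraries 1 and 2 they were -0.66 and -1.32 for E2F1, 1.38 and 0.44 for PLK3, and 0.35 and 0.92 for SEC22B. DESeq2 called all 3, the block called E2F1, and limma-voom with group weights, chosen after seeing the values, called all 3.

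The paper states no significant change of other PRMT family members and cites Supplementary Fig. 5, whose legend gives n = 3 and names no assay, so its data may come from another assay than these libraries. In the RNA-seq libraries PRMT6 was higher by 0.71 on the log2 scale. It passed the threshold with edgeR, DESeq2 and limma-voom with group weights, and under each scaling, filter and the block. Its change of 1.64-fold is under the 2-fold threshold, and its result by glmTreat is not given here. PRMT2 had a log2 fold change of -0.49 with an adjusted p of 0.0349 (edgeR), under 1.5-fold, and an adjusted p of 0.0539 with the block.

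The paper states that the apoptosis genes were upregulated by GSEA. The apoptosis list used here had a mean log2 fold change of 0.26 with an adjusted p of 0.113 (camera), and no setting brought it under 0.05, with a range from 0.0757 to 0.256. The paper's own gene sets were not used here. Fig. 6C places hypoxia among the downregulated sets. A list of HIF1A targets outside the glycolytic enzymes had a mean of -0.0082 with an adjusted p of 0.655 (camera), and no setting brought it under 0.05, with a range from 0.321 to 0.823. This list leaves out glycolytic enzymes that fell here, such as PGK1 and PFKL, so it is not a test of the paper's hypoxia set. The paper names no hypoxia treatment for these libraries, while its western blots of HIF1A after knockdown were under hypoxia. Fig. 6B shows ACTG2 with the smallest p. By p, PGK1 and ACTG2 were numbers 2 and 3 with edgeR and numbers 1 and 3 with DESeq2. Fig. 7I and 7J show LDHA lower in GSC20 and GSC295 cells by qRT-PCR. In U251 cells its log2 fold change by RNA-seq was -0.24 with an adjusted p of 0.176 (edgeR), and no setting called it.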

Other observations

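Of the tests below, those of a duplicated Ctrl library, of other splits of the libraries, of the scaling for CDKN1A, of the order of site types, and all tests of CAGCTCA after the scan that found it were chosen after the result was seen.

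The 2 PRMT3-KD libraries differed from each other more than the 2 Ctrl libraries did. Of 9459 genes with a mean of at least 10 CPM, 193 were over 2-fold apart in PRMT3-KD and 1 in Ctrl. SCD, chosen after its values were seen, had 98.4 and 532 CPM in the PRMT3-KD libraries and 455 and 467 CPM in Ctrl. The biological coefficient of variation was 18.4 times larger in PRMT3-KD. It was 18.1 times larger after all libraries were thinned to the smallest total and 18.4 times larger without the 20 genes with the most counts. GC content and length explained 2.27% of the variance of the difference. The Ctrl libraries are not copies of each other, since their chi-square of 1.42 per degree of freedom is above 1. This value does not show whether they came from separate cultures, which was not tested. The SD of Ctrl values may therefore leave out variation between cultures. A different state of the culture in each PRMT3-KD library could produce the larger spread in PRMT3-KD, and this was not tested. Whether the libraries had different shRNAs is not settled by the 3′ UTR sequences below.

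The unequal spread is a candidate explanation for calls by a test with a shared dispersion. With a variance weight for each group, 1690 genes passed the threshold, so the number did not fall. GC content and length explained 0.910% of the variance of the log2 fold change. Of the 3 splits of the 4 libraries into 2 and 2, 1 (the real split) gave as many genes. The others gave 0 genes, with 22 and 16 at an unadjusted p under 0.05 and over 1.5-fold. Each of these puts 1 Ctrl with 1 PRMT3-KD library, so the change itself becomes spread within the groups and few calls are expected in advance. With 3 splits the share cannot fall under 0.05, so the splits cannot exclude chance in how the libraries were grouped. A difference between the Ctrl and PRMT3-KD cultures other than PRMT3 was not tested.

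The mean of the glycolysis list moved by at most 7.05% of its size under another scaling. A general fall of HIF1A targets was tested on targets outside the glycolytic enzymes, and their mean log2 fold change of -0.0082 did not show one. Among these, MXI1, PDK1, SLC16A3 and SLC2A1 passed the threshold as lower and ADM as higher. The test does not say whether HIF1A protein or its activity changed.

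The paper shows p21 protein higher in PRMT3-KD U251 cells by western blot. The transcript of CDKN1A, which encodes p21, was lower, with a log2 fold change of -0.58 (adjusted p = 0.0263, edgeR, and 0.0082 to 0.0502 over the alternatives), and -0.58 was also the highest value under another scaling. The 3′ UTR of CDKN1A has 2 copies of CAGCTCAA. The paper reports nucleotide metabolism as upregulated in GSC20 cells. In U251 cells the transcripts of purine synthesis enzymes were lower, with a mean of -0.42 (adjusted p = 0.0031, camera), and those of purine salvage and breakdown had an unadjusted p of 0.646 (camera). Ribosomal protein transcripts had an unadjusted p of 0.649 (camera), so no shared change was seen.

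A hairpin RNA may lower transcripts other than its target when bases near its 5′ end pair with their 3′ UTRs. Before the scan it was predicted that the 7-base sequence most strongly tied to lower expression would then occur in the PRMT3 transcript. CAGCTCA had the strongest negative partial correlation with the log2 fold change, -0.182 across 10280 genes (permutation p = 0.001, the smallest that 1000 permutations can give, threshold -0.0447). It was also the strongest in each PRMT3-KD library alone, with -0.166 and -0.171. It occurs once in PRMT3, in the coding sequence on chromosome 11 from 20419225 to 20419231, and 14.0% of the 15694 sequences tested also occur in this transcript, so 1 match of this kind is not rare. Genes are not independent replicates, and with 0 planted effect 1 sequence passed the threshold on simulated data.

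The reverse complement had a partial correlation of 0.0005, so base composition does not account for it. Between libraries of the same group the larger value was -0.0055, which leaves a difference tied to the PRMT3-KD libraries. The median log2 fold change was -0.251 for 302 genes with the 8-base CAGCTCAA, -0.0921 for CAGCTCA, -0.0820 for AGCTCAA, 0.0080 for AGCTCA and 0.0475 without any, the order that pairing of a small RNA predicts. The median length of the 3′ UTR falls in the same order, from 3459.5 to 903 bases. With length, base composition and mean expression in the same fit, the differences from genes without any were -0.453, -0.296, -0.275 and -0.145 in this order (standard errors 0.028, 0.0148, 0.0222 and 0.014). The first kept 141.71% of its size without these terms, so length does not account for it. In coding sequences the partial correlation was -0.146, weaker than in 3′ UTRs but also past chance. CAGCTCA was chosen on these same log2 fold changes, so more sites among lower genes are expected in part from the choice. Of 709 genes past the threshold as lower, 309 (43.6%) carry a site of 7 or 8 bases in the 3′ UTR, against 22.7% of all genes and 21.4% expected from the length of their 3′ UTRs. Of those higher, 15.1% carry one, against 26.9% expected from length. This is consistent with a small RNA that pairs with CAGCTCA and is present in PRMT3-KD cells. The hairpin is a candidate source, but its sequence is not in the paper's text, and a small RNA of the cells that changed with PRMT3 cannot be told apart from it, since 0 small RNA libraries were analysed. The same sequence was the strongest in both PRMT3-KD libraries. Hairpins that share these bases could give this, and so could a small RNA of the cells with different hairpins, and the paper's text does not say whether the libraries had the same shRNA.

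HIF1A has 2 copies of CAGCTCA in its 3′ UTR, of which 1 is CAGCTCAA, and PGK1 has 1 copy. Pairing could therefore contribute to their lower transcripts, although whether it does was not tested. Among 1270 3′ UTRs within 20% of the length of that of HIF1A, 13.3% have a site of 7 or 8 bases and 0.945% have at least 2 copies of CAGCTCA. Of the 302 genes with CAGCTCAA, 8 (2.65%) fell more than HIF1A, against 4 (0.0621%) of the 6437 genes without AGCTCA. The median was -0.145 for the 370 genes with at least 2 copies of CAGCTCA. Of the 50 largest decreases past the threshold, 34 carry a site of 7 or 8 bases, against 10 of the 50 largest increases. A fall as large as that of HIF1A is thus more frequent with a site, although most genes with a site fall less. The sequence was chosen on these same data, so this difference is expected in part from the choice. Pairing with the 3′ UTRs of the members themselves does not account for the whole fall of the lists. Members without AGCTCA in the 3′ UTR kept 68.9% of the mean of the glycolysis list, 98.3% of S phase, 85.2% of G2/M, 65.3% of MYC targets other than PRMT3 and 58.9% of purine synthesis. This split leaves coding sequences aside. It also cannot show whether members without a site fell because a gene that regulates them carries one, so an indirect effect is not excluded. The mean of the apoptosis list was 0.41 for members without AGCTCA and -0.115 for those with it, and that of p53 targets 0.54 and -0.138, so sites may also weaken the rise of these lists. PFKL and GAPDH, with 0 copies of AGCTCA in their 3′ UTRs but 1 and 2 in their coding sequences, were also lower. The paper also reports results that do not rest on these libraries. They include 2 shRNAs in GBM cell lines, PRMT3 with mutated shRNA sites that rescued growth of GSC20 cells, and HIF1A promoter and protein experiments. By qRT-PCR, the paper shows lower HIF1A and glycolytic transcripts in PRMT3-KD GSC20 and GSC295 cells. It also shows higher glycolytic transcripts with PRMT3 overexpression in GSC295 cells, which is not a knockdown. The paper's text does not name the shRNA of these libraries, so the knockdown cells of the qRT-PCR could share it. The legend gives one-way ANOVA for that qRT-PCR, so it may hold more than 1 knockdown group. The paper also reports lower growth and glycolysis of GBM cells with the PRMT3 inhibitor SGC707, which is not a hairpin. Transcriptome data with an shRNA known to differ, or with the rescue, were not analysed here and would help to separate these explanations for HIF1A.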
